# The contribution of amphibian macrophage subsets to scarless regeneration of skin wounds

**DOI:** 10.3389/fimmu.2025.1713361

**Published:** 2025-12-11

**Authors:** Christina N. Garvey Griffith, Kelsey A. Hauser, Bradley Abramson, Elissa R. Chapkin, Elizabeth J. Jones, Anju N. Duttargi, Leon Grayfer

**Keywords:** wound repair, regeneration, macrophage, interleukin-34, colony stimulating factor-1

## Abstract

*Xenopus laevis* juvenile frogs regenerate wounded skin without scarring, yet the underlying mechanisms driving this process remain poorly defined. Macrophages are critical to wound repair across vertebrates, and our results indicate a transient influx of macrophages into regenerating frog wounds. The colony stimulating factor-1 (CSF1) and interleukin-34 (IL34) growth factors control macrophage development. Through RNA *in situ* hybridization studies, we found that *csf1* gene expression peaked early during juvenile frog wound responses, whereas *il34* expression increased later in the repair process. Our past studies indicate that *X. laevis* CSF1- and IL34-differentiated macrophages are functionally distinct. Presently, we treated frog wounds with recombinant (r)CSF1 and rIL34 to determine the roles of the corresponding macrophage subsets in wound repair. Using a combination of RNA *in situ* hybridization, RNA sequencing and histology, we demonstrated that wounds skewed towards greater proportions of rCSF1-macrophages exhibited greater infiltration of leukocytes, chiefly amongst them neutrophils. These wounds also possessed robust expression of inflammatory genes and transcripts associated with granulation and fibrosis. By contrast, rIL34-treated frog wounds exhibited greater fibroblast activation concurrent with greater type I/III collagen ratios and expression of genes typically seen at later phases of wound repair. Together, we propose that while CSF1-macrophages are likely more prominently involved in the inflammatory phase of *X. laevis* wound repair, IL34-macrophages predominate the later reparative phase of these responses.

## 1 Introduction

Mammalian skin is composed of epidermal and dermal layers, and when the latter is damaged, the lost tissue is replaced with collagenous scar tissue, devoid of secondary structures such as sweat glands or hair follicles (1–3). These scars may be disfiguring and lack some of the functions of the original dermal tissue, often resulting in cosmetic and/or medical issues (4). Mammalian immune systems play critical roles during all phases of wound repair, from the initial inflammation to the resolution of the inflammatory response and the ensuing coordinated repair pathways (5). Notably, amphibians possess immune systems remarkably similar to those of mammals (6) and yet have impressive capacities to repair and regrow damaged tissues and even limbs (7, 8). Urodele amphibians (newts and salamanders), and pre-metamorphic anuran amphibians (frogs and toads) can regrow whole limbs and some organs. In contrast, post-metamorphic anurans lack these regenerative capacities but do exhibit a remarkable propensity to regenerate wounded skin without forming scars (4, 9, 10).

Macrophage (Mϕ) lineage cells are critical to skin wound repair (11, 12) including coordinating inflammation (4), clearing of debris and dead cells (13), promoting vascularization (4) and re-epithelialization (4), facilitating extracellular matrix deposition (14), and recruiting and activating fibroblasts (2, 15). The involvement of Mϕs in the process of wound repair appears to be evolutionarily conserved across vertebrates, from fish to mammals (5, 16–19). In the early phases of mammalian wound healing, resident and infiltrating Mϕs predominantly express pro-inflammatory mediators, transitioning to anti-inflammatory profiles as wound healing progresses (16). How Mϕ subtypes participate in wound repair outside of mammals remains largely unknown.

While vertebrates possess numerous Mϕ-lineage subsets (20, 21), the differentiation and functionality of all vertebrate Mϕs depend on the colony-stimulating factor-1 receptor (CSF1R), which is ligated by CSF1 and interleukin-34 (IL34) cytokines (22). Dimeric IL34 and CSF1 both interact with dimerized CSF1R (23), with IL34 exhibiting greater affinity and slower dissociation from CSF1R (23, 24), thus resulting in more sustained and stronger cell signaling (25) (reviewed in 26). CSF1 exclusively signals through the CSF1R, whereas IL34 also binds to the receptor-type protein tyrosine phosphatase-ζ (PTP-ζ) (27) and chondroitin sulfates, chiefly amongst these syndecan-1 (28). IL34-PTP-ζ interactions contribute to microglia homeostasis in the CNS whereas binding of IL34 to syndecan-1 serves as a means of regulating IL34 bioavailability and thus IL34-mediated CSF1R activation (27–29).

CSF1 and IL34 appear to confer at least partially non-overlapping roles in Mϕ development, homeostasis and polarization (29–31). For example, CSF1R signaling is essential for Langerhans cell (LC) development in most vertebrates (32) with IL34 being more critical to steady-state maintenance of LCs (30), while CSF1 contributes to LC development during skin inflammatory responses (33) (reviewed in 34, 35). The more recently discovered IL34 has also been linked with the development and maintenance of osteoclasts (36), microglia (37), and B-cell-stimulating mononuclear phagocytes (38). Indeed, human Mϕs differentiated with CSF1 and IL34 possess disparate polarization, with IL34-Mϕs exhibiting greater expression of IL10 and CCL17 (39) and greater resistance to HIV1 (40) and mycobacteria (41).

Mammalian CSF1-Mϕs have been implicated in tissue remodeling (42) and wound repair (43) and likewise, IL34-Mϕs promote healing (30) and collagen deposition (29). In turn, our previous studies indicate that frog (*Xenopus laevis*) CSF1- and IL34-Mϕs are morphologically and functionally distinct (44, 45). Both *csf1* and *il34* genes are expressed in healthy *X. laevis* skin (46), suggesting that CSF1- and IL34-Mϕs are both constitutively present in this tissue. Presently, we investigated the roles of these CSF1- and IL34-Mϕs in *X. laevis* scarless skin wound repair.

## 2 Materials and methods

### 2.1 Animal husbandry, wounding, and cytokine administration

*Xenopus laevis* juveniles (animals that have undergone metamorphosis within the past 30 days) were purchased from Xenopus 1 (Dexter, Michigan, USA) and reared in an aquatics laboratory in-house. Frogs were housed in an XR5 aquatic housing unit (IWAKI), and the water was filtered with carbon and sedimentation flow-through filtration systems. All animals were handled under the strict laboratory regulations of the Animal Research Facility at The George Washington University (GWU) and as per the GWU Institutional Animal Care and Use Committee regulations (Approval number A2023-044).

*X. laevis* juveniles (weighing approximately 2g) were anesthetized with 1g/L tricaine methanesulfonate (TMS), and sterile 2 mm biopsy punches (Royaltek) were used to excise both epidermal and dermal layers of dorsal skin while leaving the underlying musculature intact. Frogs were allowed to recover on moist filter floss and returned to water when recovered.

For Mϕ polarization experiments, frogs were subcutaneously injected at 3 days post-wounding (dpw) with 20μL (1μg/animal) of rCSF1, rIL34, or an equal volume of rctrl (generated as described below) in sterile amphibian-PBS.

### 2.2 Recombinant *X. laevis* CSF1 and IL34

We previously described the production of *X. laevis* recombinant (r)CSF1 and rIL34 (44, 45). Briefly, pMIB/V5His A (Invitrogen, Cat # V803001) insect cell expression constructs containing the signal peptide-cleaved representations of respective cytokine cDNAs were generated and transfected into Sf9 insect cells via Cellfectin II (Invitrogen, Cat # 10362100). Successfully transfected cells were selected using 100 μg/mL blasticidin, and expression was confirmed by Western Blot. Cultures were scaled to 300 mL, grown to confluency (5–6 x 10^6^ cells/mL), and the culture supernatants (sups) were dialyzed overnight at 4 °C against PBS, pH 8. Recombinant proteins were isolated from dialyzed sups using Ni-NTA Resin Beads (Thermo Scientific, Cat # PI88221), which were washed with 5 × 10 mLs of low-stringency wash buffer (50 mM Sodium Phosphate; 1 M Sodium Chloride; 40 mM Imidazole). Recombinant cytokines were eluted using 250 mM imidazole and were confirmed by Western blot against the V5 epitopes. Proteins were concentrated in polyethylene glycol at 4 °C to a volume of approximately 1mL and then dialyzed overnight at 4 °C against amphibian-PBS (APBS; 6.6g/L NaCl, 1.15g/L Na_2_HPO_4_, 0.4g/L KH_2_PO_4_), pH 7.4. Protein concentrations were determined by NanoDrop (RRID: SCR_023005). Proteins were stored at -20 °C in sterile aliquots until use.

A recombinant control (rctrl) was generated by transfecting Sf9 cells with an empty pMIB/V5 His A expression vector, selecting positive transfectants with blasticidin, scaling up these cultures, and processing the derived sups using the same approaches described above for rCSF1 and rIL34 production.

### 2.3 Histology and microscopy

Animals were euthanized by TMS overdose (5g/L) followed by cervical dislocation. The dorsal skins of individual animals were excised and fixed for 24 hrs in 10% NBF, transferred to 70% EtOH, and trimmed to a 6mm circle surrounding the wound (or a 6mm whole skin sample for controls). All tissues were processed at the Histopathology & Tissue Shared Resource at Georgetown University, District of Columbia. Tissues were embedded in paraffin, sectioned (5 μm), and stained with either hematoxylin and eosin, Picrosirius red (PSR; ScyTek, Cat #SRS250), or used for RNA *in situ* hybridization (RNA-ISH), as described below. Histology stains were performed according to the respective manufacturers’ instructions.

Hematoxylin and eosin and PSR-stained tissues were examined using either polarized light microscopy and/or brightfield microscopy using a Leica DMi8 Inverted Fluorescence Microscope at the GWU Nanofabrication and Imaging Center.

### 2.4 RNAScope fluorescent and chromogenic RNA-*in situ* hybridization

RNA-ISH was performed according to the instructions of the manufacturer, Advanced Cell Diagnostics (RRID: SCR_012481), documents USM322500, UM323100, and UM3400 and published by Wang et al. in 2012 (47). Briefly, tissues were fixed and sectioned as described above. The tissue was then deparaffinized, target retrieval was performed, and *X. laevis*-specific *il34* (Cat # 1220711-C1), *csf1* (Cat #1220701-C2)*, csf1r* (Cat #1310031-C3)*, mpo* (Cat # 1310041-C3), and *acta2* (Cat #1310051-C3) RNA probes were hybridized onto the tissue sections. *X. laevis*-specific positive control probes Cyclophilin B (*ppib;* Cat #580861-C2) and DNA-directed RNA polymerase II subunit RPB1 (*polr2a;* Cat #580841) and a negative control probe targeting *dapB* (Cat # 320871) from the soil bacterium *Bacillus subtilis*, were run in conjunction with each staining trial. Through a series of amplifications and developments, color-based signals were developed either using chromogenic stains or fluorescent probes. Images were acquired using a Leica DMi8 Inverted Fluorescence Microscope and analyzed using ImageJ, as described below.

### 2.5 Image analyses

All images were acquired with scale bars, which were used in ImageJ (RRID: SCR_003070) to assign scale to respective images and calculate areas of interest. Numbers of transcript-positive cells and quantities of transcripts were enumerated and quantified as proportions of tissue areas. When deemed helpful, RNA-ISH images were inverted using ImageJ software to optimally visually differentiate transcript staining from background staining.

Collagen I and III composition was quantified using ImageJ Trainable Weka Segmentation plugin, with the classifier trained to determine red, orange, yellow, green, and black (background) pixels within our PSR images. Some images were segmented into tiles for processing efficiency, and the same classifier was then applied to all respective images, and image averages were calculated. Color percentages as defined by the classifier were then quantified per target area and averaged across samples. Type I/type III collagen ratios were calculated by dividing the percent area of pixels with red, orange, or yellow (type I) by the percent area of pixels with green (type III) for each sample. To better visualize collagen organization, select polarized light images were also converted to black and white image casts using the built-in thresholding software.

### 2.6 RNA isolation and sequencing

For all experiments, tissues and cells were flash frozen in TRIzol™ reagent (Invitrogen, Cat #15596026) on dry ice and stored at -20 °C. RNA isolation was performed according to the manufacturer’s instructions, and samples were stored at -80 °C. Strand-specific RNA sequencing was performed by GENEWIZ (RRID: SCR_003177). Briefly, ribosomal RNA was depleted using a removal kit to enrich for messenger RNA and remove non-coding transcripts. Strand-specific RNA sequencing (RNA-seq) libraries were prepared using the NEBNext Ultra II Directional RNA Library Prep Kit (Cat # E7760S) or equivalent, following the manufacturer’s instructions, to preserve strand directionality. Library quality was confirmed via Qubit quantification and Bioanalyzer profiling. Libraries were sequenced on an Illumina NovaSeq 6000 Sequencing System (RRID: SCR_016387) platform using paired-end 150 bp reads, generating a minimum of 30 million reads per sample. Raw sequencing data was delivered in FASTQ format and subjected to downstream quality control and differential expression analysis using fastqc (v0.12.1) to view the quality of reads and fastp (v1.0.1) for adapter trimming with flag –detect_adapter_for_pe.

### 2.7 RNA sequencing analysis

Raw sequencing data was mapped to the RefSeq (RRID: SCR_003496) Xenopus_laevis_v10.1 GCF_017654675.1 assembly using Minimap2 (RRID: SCR_018550) with “-ax sr” and SAMTOOLS (RRID: SCR_002105) to produce a .bam file for each paired-end read set. An expression matrix was produced from all samples using featureCounts (RRID: SCR_012919) with parameters “–countReadPairs -B -t exon -g gene_id” using the GCF_017654675.1 genomic.gtf annotated from NCBI (RRID: SCR_006472). Downstream RNA sequencing analysis was performed using the iDEP: Integrated Differential Expression and Pathway analysis (RRID: SCR_027373) web application. Briefly, raw count data was pre-processed by removing lowly expressed genes and genes with 0.5 counts per million in at least 10 libraries were retained for further analysis. DESeq2 (RRID: SCR_015687) was then used to identify differentially expressed genes, where an adjusted p-value ≤ 0.05 was considered significant.

Data is available on NCBI under GEO accession number GSE306422 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE306422).

### 2.8 Statistical analyses

Where applicable, quantitative data was normalized to either the number of transcript-positive cells or the number of transcripts per unit area. Statistical analyses of all quantitative data (including Picrosirius red quantification data) were performed in RStudio (RRID: SCR_000432), using a one-way ANOVA followed by Tukey’s *post-hoc* test to determine pairwise significance. Data plotted in bar graphs is representative of two independent experiments. Error bars represent the standard error of the mean (SEM). RNA-seq expression data was averaged for each treatment across each time point, and the statistical significance of transcript expression across treatments was calculated in RStudio via pairwise Wilcox tests. The whiskers of box plots extend to the largest and smallest values within 1.5× the interquartile range from the box.

## 3 Results

### 3.1 Kinetics of juvenile *X. laevis* skin wound repair

We developed a biopsy punch approach to study *X. laevis* skin wound repair and examined the process over 60 days post wounding (dpw; localized epidermal and dermal dorsal skin damage; **Figure 1**). At 7 dpw we observed established wound epidermis (“WE”) several cells thick without distinguishable epidermal or dermal layers (**Figure 1B**). By 14 dpw demarcated epidermal and dermal layers were restored with skin glands beginning to form (**Figure 1C**) and by 21 dpw, the skin architecture was substantially restored, albeit with underdeveloped skin glands (**Figure 1D**). By 28 dpw, the repair process was substantially advanced and nearly complete by 60 dpw (**Figures 1E, F**). Top-down views of unwounded skin and healing wounds across the same time course complement our histological analysis (**Figures 1G–N**). At 60 dpw, the healed wound is indistinguishable from the surrounding tissue (**Figure 1N**), corroborating what we observe histologically.

**Figure 1:**
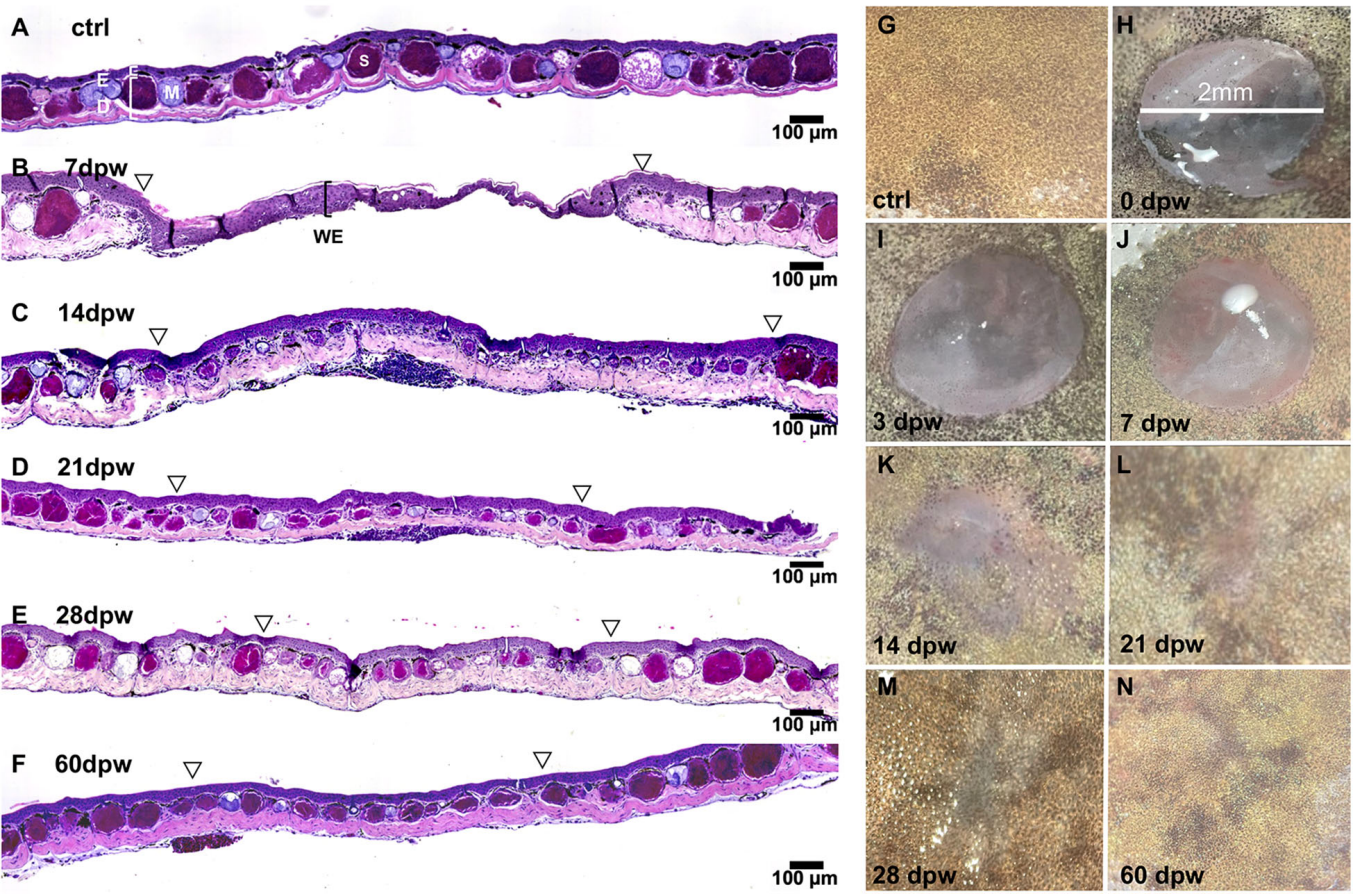
Juvenile *X. laevis* skin regeneration over time. **(A–F)** Hematoxylin and eosin (H&E) – stained skin sections from **(A)** unwounded controls (ctrl) and at **(B)** 7, **(C)** 14, **(D)** 21, **(E)** 28 and **(F)** 60 days post wounding (dpw). Open arrowheads mark wound edges. Control skin showing epidermis (E), dermis (D), and well-defined mucus (M) and serous (S) glands. WE, wound epidermis. **(G–N)** Top-down images of **(G)** control skin and wounds at **(H)** 0, **(I)** 3, **(J)** 7, **(K)** 14 **(L)** 21, **(M)**, 28 and **(N)** 60 dpw. Contrast and brightness adjusted uniformly across images.

### 3.2 Involvement of Mϕs, CSF1, and IL34 in regenerating frog skin wounds

The colony stimulating factor 1 receptor (CSF1R) is indispensable to Mϕ biology, thus serving as a well-established marker of this leukocyte lineage (6). As such, we used *csf1r* expression to visualize Mϕs in regenerating *X. laevis* skin wounds. To characterize the kinetics of early *X. laevis* skin wound repair, full thickness wound areas from dorsal skins were collected at 0, 7, 14, and 21 dpw and Mϕs were visualized using RNA *in situ* hybridization (RNA-ISH), targeting *csf1r* transcripts (**Figure 2**). Unfortunately, the regenerating wound epithelia proved too fragile for histological processing of tissues earlier than 7 dpw. Our results indicate that Mϕs were present in healthy frog skins at relatively low levels, predominating in the dermal layers (**Figures 2A, A’**). Following skin wounding, high numbers of *csf1r+* cells could be seen infiltrating the WE at 7 dpw, with dense clusters appearing both within the wound bed and at the wound margins (**Figures 2B, B’**). With the WE thickening and dermal tissues beginning to reform by 14 dpw, the elevated *csf1r+* cell numbers persisted within regenerating wounds as clusters of Mϕs within the wound beds (**Figures 2C, C’**). By 21 dpw, wound *csf1r*+ Mϕ numbers had markedly declined, suggesting the resolution of Mϕ infiltration, as regeneration progressed (**Figure 2D, D’**). Quantification of these wound-infiltrating *csf1r+* cells confirmed these observations, wherein the numbers of *csf1r*+ cells per area were significantly elevated at 7 and 14 dpw compared to controls/unwounded skin (*p < 0.001*) and significantly decreased by 21dpw (*p < 0.05*, **Figure 2E**). Together, this data highlights a dynamic but transient Mϕ response in the regenerating skin, with maximal WE infiltration during the early and mid-phases of healing, followed by a decline as wound resolution occurs.

**Figure 2:**
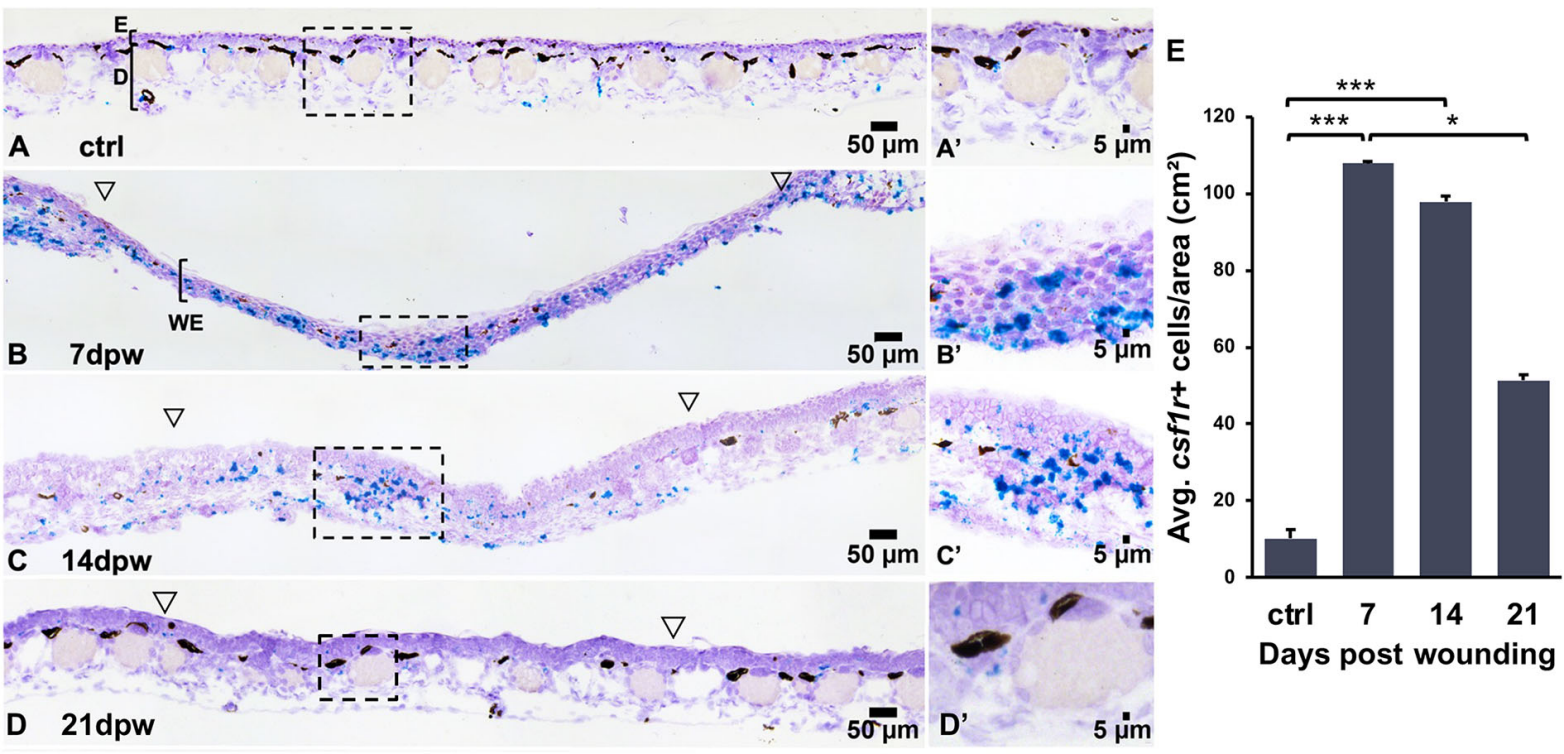
*Csf1r*^+^ macrophages accumulate transiently during wound repair. **(A–D′)** RNA *in situ* hybridization detecting *csf1r*^+^ cells (teal) in **(A, A′)** unwounded skin and at **(B, B′)** 7, **(C, C′)** 14 and **(D, D′)** 21 days post wounding (dpw). Open arrowheads mark wound edges, boxed regions indicate higher magnification in A′–D′. **(E)** Quantification of *csf1r*^+^ cell density (cells/cm²). Data are mean ± SEM (n = 4-5 biological replicates per group). One-way ANOVA with Tukey’s post hoc test; *p < 0.05, ***p < 0.001.

To gain greater insight into Mϕ subtype involvement during skin regeneration, we next examined the expression patterns of principal Mϕ growth factors, colony-stimulating factor-1 (CSF1) and interleukin-34 (IL34) following skin wounding. Using RNA-ISH, we quantified transcripts per wounded area from tissue sections collected at 0, 7, 14, and 21 dpw (**Figure 3**). Transcript levels of *csf1* and *il34* in healthy, unwounded skin were low (**Figures 3A, E**), coinciding with our observations of relatively low proportions of Mϕs in healthy skin (**Figures 2A, E**). Expression of *csf1* was significantly elevated at 7 dpw compared to unwounded control levels (*p < 0.01*) and was significantly higher at that timepoint than *il34* expression (*p < 0.01*; **Figure 3E**). Expression of *csf1* declined thereafter, with significantly lower levels detected at 14 dpw from 7 dpw (*p < 0.05*, **Figure 3E**, significance not shown). In contrast, *il34* expression showed a more gradual increase following wounding, with the greatest expression observed 14 and 21 dpw (*p < 0.01* and *p < 0.05* compared to ctrl; **Figure 3E**). This suggests a shift in proportions of CSF1- to IL34-Mϕs with progressing wound repair.

**Figure 3:**
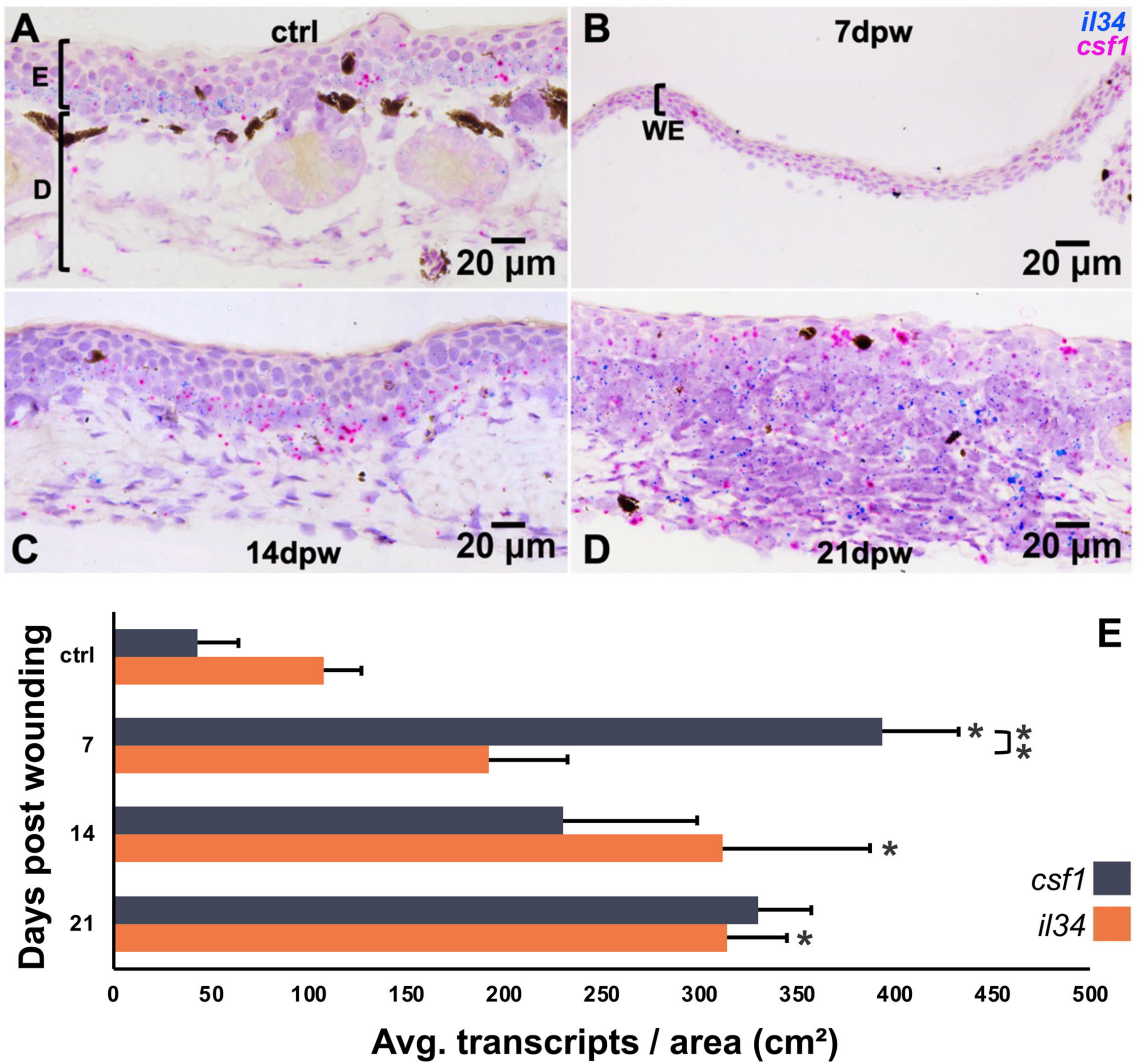
Expression of *csf1* and *il34* in regenerating skin wounds. **(A–D)** RNA *in situ* hybridization detecting *csf1* (magenta) and *il34* (blue/teal) transcripts in **(A)** unwounded skin, and skin at **(B)** 7, **(C)** 14 and **(D)** 21 days post wounding (dpw; counterstained with hematoxylin). WE, wound epidermis; E, epidermis; D, dermis. **(E)** Quantification of *csf1* and *il34* transcript density (transcripts/cm²). Data represent mean ± SEM (n = 4-7 biological replicates per group). One-way ANOVA with Tukey’s post hoc test; p < 0.05. Asterisks (*) indicate statistical significance from ctrl. Asterisks (**) above bar denotes significance between the groups indicated by the bar. * p < 0.05, ** p < 0.01.

### 3.3 Proportions of CSF1- and IL34-Mϕs influence the immune status of wounded skin

The transition from injury-induced inflammation to a resolution and repair phase is critical to prevent fibrotic scarring during wound healing (48). In mammals, pro-inflammatory Mϕs are present early on during wound formation/repair (5, 49, 50), producing inflammatory mediators (50). As inflammation resolves and wound healing transitions into proliferative and remodeling phases, Mϕs traditionally shift towards immune suppression and tissue remodeling phenotypes (5, 49). To define how CSF1- and IL34-Mϕs respectively influence the skin repair process, we wounded frogs as above and at 3 dpw subcutaneously injected them near the sites of injury with recombinant (r)IL34, rCSF1, or a recombinant control (rctrl). Dorsal skin wounds of juvenile frogs becomes re-epithelialized within 24–48 hours (51). This tissue is only several cells thick and is prone to tearing if manipulated. Thus, we waited 3 days post wounding before performing nearby subcutaneous injections. *Csf1r+* cell quantification via RNA-ISH indicated that cytokine treatment did not significantly increase the amount of Mϕs in the wounds (**Supplementary Figure 1**). We concluded that the following results reflect consequences of changing the polarization of Mϕs already present within skin wounds rather than recruitment of additional Mϕs.

Because Mϕ recruitment to skin wounds peaked at 7 dpw (**Figure 2B**), we chose to focus our subsequent studies within and relatively soon after this timepoint. To this end, we next examined the wound histology of cytokine-administered animals, noting infiltration of leukocyte types therein at 7 and 14 dpw (**Figures 4A–C’**, **Supplementary Figures 2A–C**). At 7 dpw and compared to rctrl- and rIL34-treated wounds, the rCSF1-administered wounds possessed greater leukocyte infiltration, marked by greater proportions of neutrophils, lymphocytes, and Mϕs (**Figures 4B, B’**). At 14 dpw, we did not observe discernable differences in the histology of control and cytokine-treated wounds (**Supplementary Figures 2A–C**).

**Figure 4:**
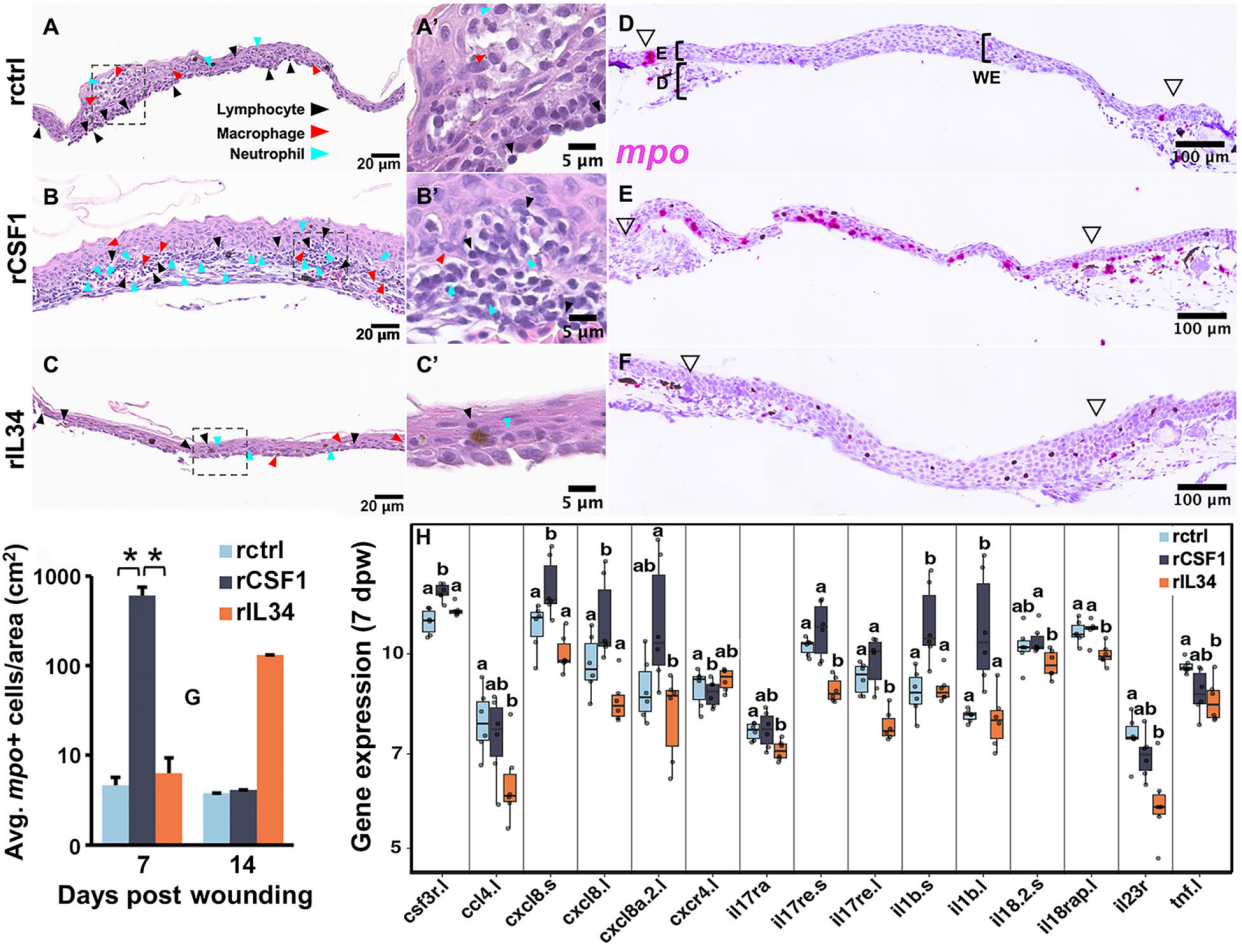
Analyses of histology and neutrophil infiltration of rCSF1- and rIL34-administered wounds. Histology, 7 days post wounding (dpw) of **(A, A′)** rctrl-, **(B, B′)** rCSF1-, and **(C, C′)** rIL34-administered wounds (cytokines administered 3 dpw). Inset panels **(A′–C′)** depict higher magnification. Lymphocytes (black arrows), macrophages (red arrows), and neutrophils (blue arrows) are indicated. **(D–F)** RNA *in situ* hybridization for mpo (magenta), visualizing neutrophil localization 7 days post wounding (dpw) in **(D)** rctrl-, **(E)** rCSF1- and **(F)** rIL34-administered wounds (cytokines administered 3 dpw). Open arrowheads mark wound edges. **(G)** Quantification of mpo⁺ cell density (cells/cm²) at 7 and 14 dpw. Data are mean ± SEM (n = 3-7 biological replicates per group). Statistical comparisons were performed using one-way ANOVA with Tukey’s post hoc test; *p < 0.05. **(H)** Expression analysis of inflammatory response genes at 7 dpw across treatments. Boxplots represent medians with interquartile range; letters indicate statistically distinct groups (*p* < 0.05, pairwise Wilcox test).

To corroborate the elevated neutrophil infiltration observed in rCSF1-administered wounds, we performed RNA-ISH analyses of myeloperoxidase (*mpo*), which is a defining neutrophil marker (14, 52, 53). Indeed, rCSF1-treated wounds had significantly higher proportions of *mpo+* cells at 7 dpw, compared to both control and rIL34-treated animals (**Figures 4D–G**). With respect to rctrl- and rCSF1-treatment groups, the rIL34-treated wounds exhibited greater numbers of *mpo+* cells at 14 dpw (**Figure 4G**, **Supplementary Figures 2D–F**), albeit not significantly so.

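Wound RNA was sequenced from juvenile X. laevis that had been given rctrl, the empty-vector preparation, or 1 µg of rCSF1 or rIL34 in 20 µL at 3 dpw beside a wound made with a 2 mm biopsy punch. Wounds were taken at 7 and 14 dpw, with 6 libraries in each of the 6 groups. At 7 dpw, 5766 genes were higher and 3982 lower in rCSF1-treated than in rctrl wounds, and 4471 were higher and 3159 lower in rIL34-treated wounds. At 14 dpw, 242 were higher and 27 lower after rCSF1, and 13 were higher and 1 lower after rIL34. These counts at 14 dpw depend on the settings. For rCSF1 the total of 269 was 8 with a fit to the compared groups alone, 69 with replicate numbers as a block, 91 with voom and 541 with DESeq2. It was 163 without rctrl replicate 5 and 83 without rCSF1 replicate 6. For rIL34 the total of 14 was 0 in edgeR with a fit to the compared groups alone or with replicate numbers as a block. It was 186 with the 18 libraries of that time, 184 with DESeq2 and 131 with voom, and 2252 genes had an unadjusted p under 0.05. Leaving out 1 library gave 7 without rctrl replicate 1, 5 without rctrl replicate 2, 5 without rctrl replicate 3, 1 without rctrl replicate 4, 4 without rctrl replicate 5, 5 without rctrl replicate 6, 42 without rIL34 replicate 1, 23 without rIL34 replicate 3, 5 without rIL34 replicate 4, 0 without rIL34 replicate 5 and 6 without rIL34 replicate 6. Among genes with a mean of at least 1 CPM and a symbol that is not automatic, the largest rises after rCSF1 at 7 dpw were those of *noxo1.1.L*, an NADPH oxidase organizer, with a log2 fold change of 8.60 (adjusted p = 1.0e-04), and *nppb.S*, a natriuretic peptide, with 6.47 (adjusted p = 2.7e-04). The largest falls among them were those of *bsk146.S* with -5.46 (adjusted p = 0.015) and the claudin gene *cldn17.1.L* with -4.83 (adjusted p = 0.0072). After rIL34 the connexin gene *gjb3l.S* had a log2 fold change of 2.87 (adjusted p = 4.3e-05), the immediate early gene *fos.S* one of 2.75 (adjusted p = 3.4e-04) and the protease gene *tmprss2.14.L* one of -3.94 (adjusted p = 0.044). Without rCSF1 replicate 2, *noxo1.1.L* was at 7.06 (adjusted p = 5.7e-04) and *nppb.S* at 4.68 (adjusted p = 0.0044). They were at 9.61 (adjusted p = 2.1e-04) without rctrl replicate 4 and 8.55 (adjusted p = 1.4e-04) without rctrl replicate 2. With rCSF1 replicates 2 and 5 left out, chosen after seeing the data, they were at 3.99 (adjusted p = 0.025) and 2.74 (adjusted p = 0.098), and *noxo1.1.L* was at 3.93 (adjusted p = 0.061) with voom. The falls rest on few libraries: *bsk146.S* was at -1.19 (adjusted p = 0.59) without rctrl replicate 5 and *cldn17.1.L* at -2.97 (adjusted p = 0.071) without rctrl replicate 4, and *tmprss2.14.L* did not pass with no filter on low counts, replicate numbers as a block, voom or L and S copies summed (log2 fold change -3.98 to -1.92, adjusted p = 0.052 to 0.41). Nor did *tmprss2.14.L* pass without any 1 of rctrl replicates 3 and 6 and rIL34 replicates 2, 3, 4, 5 and 6 (-4.21 to -2.67, adjusted p = 0.057 to 0.18). The authors aligned trimmed reads to the Xenopus_laevis_v10.1 genome with minimap2 and counted read pairs over exons with featureCounts 2.1.1. The paper's text names no strand option for counting these strand-specific libraries, so the value of a gene that overlaps another on the opposite strand can hold reads of either. Total counts per library were 24605315 to 29280860 (median 28877772) for rctrl, 22435798 to 32997060 (median 28710555) for rCSF1 and 28594920 to 34868292 (median 32393770) for rIL34 at 7 dpw. At 14 dpw they were 28978254 to 31625071 (median 31016194), 26892671 to 33188690 (median 31254864) and 25205710 to 30784603 (median 28095468). The paper states a minimum of 30 M reads per sample, and the totals here are read pairs assigned to genes. Of 42257 rows with a gene name, 28225 reached 0.5 CPM in at least 10 of the 36 libraries, the paper's filter, and were tested. Expression is given as TMM-normalized CPM, mean ± SD, and adjusted p-values come from edgeR's quasi-likelihood test over all 36 libraries. Gene positions are those of Xenopus_laevis_v10.1. Replicates 2 and 5 of the rCSF1-treated wounds at 7 dpw stood apart, with scores of -162 and -132 on the second principal component (14.9% of the variance) against -42.4 to 79.4 in the other libraries. Without both, an alternative chosen after seeing the data, 3626 genes passed the test. Ribosomal RNA genes took 1.83 ± 0.236% of the counts in rctrl wounds at 7 dpw, 4.17 ± 1.46% after rCSF1 and 3.42 ± 0.688% after rIL34 (SD, n = 6; exact two-sided permutation p = 0.0022 for each cytokine, the smallest that 6 against 6 allow, adjusted p = 0.019).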

We next examined immune gene expression profiles of these cytokine-treated frog wounds during the repair process. 

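Of 46 genes of the inflammatory response, 17 were higher and 7 lower in rCSF1-treated than in rctrl wounds at 7 dpw (18 higher and 8 lower when adjusted over the list alone). The granulocyte growth factor gene *csf3.L*, on chromosome 9_10L from 2025177 to 2031065, rose from 0.560 ± 0.556 to 31.0 ± 44.9 CPM (SD, n = 6 each), a log2 fold change of 5.79 (standard error 1.09, adjusted p = 1.6e-04). *IRAK3*, a regulator of Toll-like receptor signaling, had a log2 fold change of 3.41 (adjusted p = 3.4e-04). Among the genes that fell was the B cell chemokine gene *cxcl13.S*, with a log2 fold change of -3.10 (adjusted p = 0.0042). The list's median log2 fold change was 0.09 and its mean 0.52, and it did not move against other genes as a set (camera, adjusted p = 0.44). Epidermal markers rose in the same wounds, with 22 of 33 higher (23 when adjusted over the list alone; camera, adjusted p = 9.8e-10, and adjusted p = 0.81 with an estimated correlation). They include the adhesion gene *cdh1.S* at 2.78 (adjusted p = 3.0e-05) and the plakoglobin gene *jup.L* at 2.28 (adjusted p = 4.1e-06). In replicates 2 and 5 the mean log2 CPM of the inflammatory list was 4.41 and 4.16, against 3.01 to 3.75 in the other rCSF1 libraries, and that of the epidermal markers 8.58 and 8.24 against 7.24 to 8.12. Without these replicates 3 inflammatory genes were higher and 5 lower, and 19 epidermal markers were higher, and *csf3.L* was at 2.08 (adjusted p = 0.11) and *IRAK3* at 0.60 (adjusted p = 0.43) on the log2 scale.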

The rCSF1-administered wounds possessed markedly greater pro-inflammatory gene expression at 7 dpw (**Figure 4H**). 

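The receptor gene *csf3r.L* lies on chromosome 2L from 57163505 to 57198954. Its expression at 7 dpw was 99.0 ± 23.4 CPM in rCSF1-treated wounds and 42.7 ± 14.4 CPM in rctrl wounds (SD, n = 6 each), a log2 fold change of 1.21 (standard error 0.22, adjusted p = 1.1e-04). Every rCSF1 library was above every rctrl library (exact Wilcoxon test, two-sided p = 0.0022). Of 31 neutrophil markers, 5 were higher and 1 lower, beside 5766 and 3982 of all 28225 tested genes. The counts of markers were the same when adjusted over the list alone, and the list as a set did not pass (median log2 fold change 0.17, camera, adjusted p = 0.88). The leukotriene B4 receptor gene *ltb4r.L* rose by 2.33 (adjusted p = 6.2e-04) on the log2 scale and the neutrophil collagenase gene *mmp8.S* by 5.65 (adjusted p = 5.1e-04). The myeloperoxidase gene *mpo.L* was at 327 ± 247 against 292 ± 123 CPM, a log2 fold change of 0.17 (adjusted p = 0.77). Without rCSF1 replicates 2 and 5, *csf3r.L* was at 1.27 (adjusted p = 0.0012), *ltb4r.L* at 0.91 (adjusted p = 0.15) and *mmp8.S* at 2.14 (adjusted p = 0.12) on the log2 scale.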

Amongst these was colony-stimulating factor 3 receptor (*csf3r.l*), a neutrophil growth factor receptor (54) and marker of frog neutrophils (55–57). 

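Interleukin-1 beta had the largest rise among the cytokines and receptors the paper names: *il1b.L*, on chromosome 3L from 133689135 to 133695788, was at 99.8 ± 134 CPM in rCSF1-treated and 4.31 ± 0.531 CPM in rctrl wounds at 7 dpw (SD, n = 6 each), a log2 fold change of 4.53 (standard error 0.71, adjusted p = 2.8e-05). *il1b.S* had a log2 fold change of 3.12 (adjusted p = 2.1e-04). The chemokine genes *cxcl8.L*, on chromosome 1L from 85337131 to 85340326, and *cxcl8.S* had log2 fold changes of 2.36 (adjusted p = 0.0022) and 2.08 (adjusted p = 0.0016). The interleukin-17 receptor genes rose as well, by 1.92 (adjusted p = 1.5e-04) for *il17re.S*, 0.91 (adjusted p = 0.0053) for *il17ra.S* and 1.49 (adjusted p = 5.8e-04) for a further row named *IL17RA*. Of 16 genes of the IL17, IL18 and IL23 pathways, 7 were higher and 0 lower, also when adjusted over the list alone (camera, adjusted p = 0.0074, and adjusted p = 0.41 with an estimated correlation). The other 2 tools run called no fall either, with 7 members higher in DESeq2 and 5 in voom, and 0 were lower at an unadjusted p under 0.05. The values of *il1b.L* were 320.1 and 213 CPM in replicates 2 and 5 and 7.12 to 30.1 CPM in the other rCSF1 libraries, and those of *cxcl8.L* were 260.3 and 177 against 15.9 to 24.8 CPM. Without both replicates, the log2 fold changes were 1.90 (adjusted p = 0.0076) for *il1b.L*, 1.40 (adjusted p = 0.057) for *il1b.S*, 0.27 (adjusted p = 0.75) for *cxcl8.L*, 0.65 (adjusted p = 0.32) for *cxcl8.S*, 0.56 (adjusted p = 0.15) for *il17ra.S* and 0.92 (adjusted p = 0.026) for *il17re.S*. *cxcl8.L* did not pass with a fit to the compared groups alone or voom (log2 fold change 0.95 to 2.38, adjusted p = 0.051 to 0.085) or by the exact two-sided Wilcoxon test (unadjusted p = 0.13).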

Concurrently, the rCSF1-treated wounds exhibited greater expression of C-X-C motif chemokine ligand 8/interleukin-8 (*cxcl8*) genes, the products of which facilitate neutrophil recruitment (58, 59) as well as hallmark proinflammatory cytokines and receptors (*il1b.l/s*, *il17ra*, *il17re.l/s*; **Figure 4H**). By contrast, at 7 dpw, rIL34-treated wounds showed significantly decreased expression of the proinflammatory cytokines interleukin-1 beta (*il1β.l/s*) and tumor necrosis factor alpha (*tnf.l*). 

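The tumor necrosis factor genes fell in rIL34-treated wounds at 7 dpw. *tnf.L*, on chromosome 8L from 66062676 to 66064544, was at 6.80 ± 3.51 CPM against 13.0 ± 2.25 CPM in rctrl wounds (SD, n = 6 each), a log2 fold change of -0.93 (standard error 0.28, adjusted p = 0.013), and *tnf.S* had one of -1.1 (adjusted p = 5.5e-04). After rCSF1 they had log2 fold changes of -0.72 (adjusted p = 0.046) and -0.98 (adjusted p = 0.0012). Interleukin-1 beta was at 4.80 ± 3.15 CPM for *il1b.L* and 8.52 ± 3.52 against 7.83 ± 3.69 CPM for *il1b.S*, log2 fold changes of 0.15 (adjusted p = 0.89) and 0.12 (adjusted p = 0.90). Between the cytokines, *il1b.L* was higher after rCSF1 than after rIL34 by 4.38 (adjusted p = 3.1e-04) on the log2 scale and *il1b.S* by 3.00 (adjusted p = 0.0013). Much of this lay in rCSF1 replicates 2 and 5, with means of 267 and 161 CPM, against 16.5 and 21.1 CPM in the other rCSF1 libraries. Of the inflammatory response genes, 2 were higher and 12 lower after rIL34 (2 and 13 when adjusted over the list alone). The list's median log2 fold change was -0.53 (camera, adjusted p = 0.010, and adjusted p = 0.91 with an estimated correlation). The chemokine genes *cxcl13.S* at -2.64 (adjusted p = 0.013) and *cxcl9.S* at -2.28 (adjusted p = 0.0088) were among the falls. T and NK cell markers fell in the same wounds, with 7 of 23 lower, also when adjusted over the list alone (camera, adjusted p = 5.4e-04, and adjusted p = 0.91 with an estimated correlation). *ctla4.L* was at -2.07 (adjusted p = 0.0088) and *cd3g.S* at -1.74 (adjusted p = 0.0057). After rIL34, *tnf.L* did not pass with a fit to the 18 libraries of that time (log2 fold change -0.93, adjusted p = 0.051). After rCSF1, it did not pass with no filter on low counts, a fit to the compared groups alone or a fit to the 18 libraries of that time (log2 fold change -0.75 to -0.71, adjusted p = 0.0504 to 0.11), without any 1 library other than rctrl replicate 6 and rCSF1 replicates 1 and 3 (-0.74 to -0.57, adjusted p = 0.051 to 0.11) or by the exact two-sided Wilcoxon test (unadjusted p = 0.065).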

At 7 dpw, IL34-treated wounds also displayed reduced expression of receptors for interleukin-17, -18, and -23 (*il17ra, il17re.l, il18.2.s, il18rap.l, il23r*), neutrophil-associated genes *csf3r.l* and *cxcl8.l/s*, and the chemokine C-C motif chemokine ligand 4 (*ccl4*.*l*; **Figure 4H**). 

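The receptor accessory gene *il18rap.L*, on chromosome 2L from 115208896 to 115240552, fell in rIL34-treated wounds at 7 dpw, to 18.1 ± 4.96 CPM from 31.7 ± 10.0 CPM in rctrl wounds (SD, n = 6 each), a log2 fold change of -0.81 (standard error 0.25, adjusted p = 0.017). The chemokine gene *ccl4.L* fell from 4.63 ± 3.02 to 1.63 ± 1.50 CPM, a log2 fold change of -1.52 (standard error 0.53, adjusted p = 0.033). Receptors of the interleukin-17 family rose, with log2 fold changes of 0.70 (adjusted p = 0.037) for *il17ra.S*, 1.07 (adjusted p = 0.012) for the row named *IL17RA* and 1.34 (adjusted p = 0.0049) for *il17re.S*. Of the IL17, IL18 and IL23 pathway genes, 6 were higher and 1 lower (6 and 3 when adjusted over the list alone), and the list as a set did not pass (camera, adjusted p = 0.33). The neutrophil growth factor receptor gene *csf3r.L* was at 58.8 ± 11.1 CPM, a log2 fold change of 0.46 (adjusted p = 0.11). *cxcl8.L* was at 6.98 ± 4.31 against 16.9 ± 12.0 CPM and *cxcl8.S* at 20.5 ± 11.2 against 40.7 ± 19.4 CPM, log2 fold changes of -1.28 (adjusted p = 0.093) and -0.99 (adjusted p = 0.13). No member of the neutrophil markers passed edgeR's test in either direction, and 3 were higher at an unadjusted p under 0.05, with 0 passing in DESeq2 and 1 in voom. *il18rap.L* did not pass without rctrl replicate 3 (log2 fold change -0.65, adjusted p = 0.062). *ccl4.L* did not pass with a fit to the compared groups alone or a fit to the 18 libraries of that time (log2 fold change -1.53 to -1.51, adjusted p = 0.051 to 0.067). Nor did *ccl4.L* pass without any 1 of rctrl replicates 4 and 5 and rIL34 replicates 1, 2, 5 and 6 (-1.42 to -1.20, adjusted p = 0.061 to 0.11). *il17ra.S* did not pass with no filter on low counts, a fit to the compared groups alone or a fit to the 18 libraries of that time (log2 fold change 0.66 to 0.70, adjusted p = 0.059 to 0.11). Nor did *il17ra.S* pass without any 1 of rctrl replicates 1, 3, 5 and 6 and rIL34 replicates 5 and 6 (0.49 to 0.66, adjusted p = 0.066 to 0.15). *IL17RA* did not pass with a fit to the 18 libraries of that time (log2 fold change 1.07, adjusted p = 0.061) or without rIL34 replicate 6 (0.84, adjusted p = 0.053).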

At 14 dpw, rCSF1-treated wounds continued to express greater levels of *csf3r* and *cxcl8.s* as well as the chemokine receptor, *cxcr4* when compared to controls (Supplementary **Figure 2G**). 

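In rCSF1-treated wounds at 14 dpw, *csf3r.L* was at 36.6 ± 8.78 CPM against 19.5 ± 3.17 CPM in rctrl wounds (SD, n = 6 each), a log2 fold change of 0.91 (standard error 0.22, adjusted p = 0.030). The chemokine gene *cxcl8.S* was at 5.49 ± 3.05 against 1.76 ± 0.721 CPM, a log2 fold change of 1.64 (adjusted p = 0.15), and the chemokine receptor gene *cxcr4.L* at 4.58 ± 1.74 against 2.62 ± 0.509 CPM, one of 0.80 (adjusted p = 0.18). The exact two-sided Wilcoxon p-values, unadjusted, were 0.015 for *cxcl8.S*, 0.0087 for *cxcr4.L* and 0.015 for *cxcr4.S*. No inflammatory response gene passed edgeR's test, 9 were higher and 0 lower at an unadjusted p under 0.05, and 3 were higher in DESeq2, 1 in voom and 4 when adjusted over the list alone. The list's median log2 fold change was 0.36 (camera, adjusted p = 2.1e-05, and adjusted p = 0.28 with an estimated correlation). Of the neutrophil markers, 1 was higher, *csf3r.L* itself (5 when adjusted over the list alone). Skeletal muscle genes rose in this group, with 27 of 32 higher (30 when adjusted over the list alone) and a median log2 fold change of 7.73 (camera, adjusted p = 3.3e-50, and adjusted p = 0.014 with an estimated correlation). *acta1.L*, skeletal muscle actin, had a log2 fold change of 8.75 (adjusted p = 6.1e-04). Transcripts of acta1, mylpf and ckm took 0.118%, 0.131% and 1.1% of the counts in replicates 1, 2 and 6 and 0.00305% to 0.00476% in the other 3. In the rctrl wounds they took 0.000162% to 0.00253%, and in the rIL34-treated wounds 0.00016% to 0.0303%. Without replicates 1, 2 and 6, an alternative chosen after seeing the data, 4 genes passed the test and *csf3r.L* had a log2 fold change of 0.82 (adjusted p = 1.000). *csf3r.L* did not pass with a filter at 5 CPM, a fit to the compared groups alone, a fit to the 18 libraries of that time or replicate numbers as a block (log2 fold change 0.91 to 0.93, adjusted p = 0.052 to 0.069). Nor did *csf3r.L* pass without any 1 of rctrl replicates 1, 3, 4 and 5 and rCSF1 replicates 1, 2 and 3 (0.83 to 0.90, adjusted p = 0.053 to 0.089).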

At this time, rIL34-administered wounds now also possessed greater mRNA levels of the *cxcr4* as well as several chemokine ligand genes (*ccl4.l/s, cxcl8.l/s, cxcl8a.2.l, cxcl13.l*; **Supplementary Figure 2G**), perhaps explaining the greater numbers of neutrophils seen in this treatment group at this time (**Figure 4G**, **Supplementary Figures 2D, F**). 

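The chemokine genes *cxcl8.S*, *cxcl8.L*, *ccl4.L* and *cxcl13.L* had higher means in rIL34-treated than in rctrl wounds at 14 dpw. None of these 4 passed the test over all genes. *cxcl8.S* was at 6.45 ± 2.73 CPM against 1.76 ± 0.721 CPM (SD, n = 6 each), a log2 fold change of 1.87 (standard error 0.52, adjusted p = 0.16). *cxcl8.L* had a log2 fold change of 1.51 (adjusted p = 0.45), *ccl4.L* one of 1.95 (adjusted p = 0.27), *cxcl13.L* one of 1.21 (adjusted p = 0.49) and the receptor gene *cxcr4.L* one of 0.79 (adjusted p = 0.30). The exact two-sided Wilcoxon p-values, unadjusted, were 0.0022, 0.0087, 0.015, 0.0043 and 0.015 in this order. Adjusted over the genes the paper names alone, *cxcl8.S* was at p = 0.0087, *ccl4.L* at 0.017 and *cxcr4.L* at 0.021 in edgeR's test. The paper names these genes from these same data, so this adjustment gives no independent support. Of the inflammatory response genes, 1 passed edgeR's test over all genes, *CCL19*, a chemokine for lymphocytes and dendritic cells, with a log2 fold change of 4.10 (adjusted p = 0.012). It did not pass with a fit to the compared groups alone or replicate numbers as a block (log2 fold change 3.46 to 4.09, adjusted p = 0.054 to 0.066) or without any 1 of rctrl replicate 4 and rIL34 replicate 5 (4.02 to 4.03, adjusted p = 0.051 to 0.055). When adjusted over the list alone, 19 were higher, and the list's median log2 fold change was 0.66 (camera, adjusted p = 3.1e-15, and adjusted p = 0.046 with an estimated correlation). Other lists moved too. B and plasma cell markers had a median of 1.43 (camera, adjusted p = 5.8e-17, and 0.040 with an estimated correlation) and T and NK cell markers one of 0.88 (camera, adjusted p = 2.7e-17, and 0.047). Cell cycle genes had one of -0.57 (camera, adjusted p = 3.4e-19, and 0.13). Of the neutrophil markers, 11 of 31 were higher when adjusted over the list alone, with a median of 0.62 (camera, adjusted p = 1.6e-11, and adjusted p = 0.047 with an estimated correlation). No neutrophil marker passed edgeR's test over all genes, 15 were higher at an unadjusted p under 0.05, and 1 passed in DESeq2 and 2 in voom. Myeloperoxidase, *mpo.L*, was at 64.9 ± 28.6 against 57.6 ± 26.6 CPM, a log2 fold change of 0.17 (adjusted p = 0.99).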

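Set directly against each other at 7 dpw, rCSF1- and rIL34-treated wounds differed in 2638 genes higher and 2272 lower after rCSF1. Of the inflammatory response genes, 17 were higher and 1 lower after rCSF1 than after rIL34 (19 and 1 when adjusted over the list alone), with a median log2 difference of 0.74 (camera, adjusted p = 4.7e-06, and adjusted p = 0.52 with an estimated correlation). *csf3.L* was higher by 5.55 (adjusted p = 0.0010) on the log2 scale, *cxcl8.L* by 3.64 (adjusted p = 3.8e-04), *cxcl8.S* by 3.07 (adjusted p = 3.7e-04), *csf3r.L* by 0.75 (adjusted p = 0.016) and *il18rap.L* by 0.88 (adjusted p = 0.016). In rCSF1 replicates 2 and 5 the means were 88.3 CPM for *csf3.L* and 219 CPM for *cxcl8.L*, against 2.41 and 20.9 CPM in the other rCSF1 libraries. *tnf.L* and *tnf.S*, at 0.22 (adjusted p = 0.64) and 0.12 (adjusted p = 0.76), and *il17re.S*, at 0.59 (adjusted p = 0.25), did not pass. Of the IL17, IL18 and IL23 pathway genes, 4 were higher and 1 lower, also when adjusted over the list alone (camera, adjusted p = 0.049, and adjusted p = 0.52 with an estimated correlation). Between 7 and 14 dpw the rIL34 effect on 22 inflammatory genes shifted upward and on 1 downward in the test of the difference itself (25 and 2 when adjusted over the list alone; camera, adjusted p = 3.1e-07, and adjusted p = 0.37 with an estimated correlation). For rCSF1 the counts were 6 and 3 (6 and 4 when adjusted over the list alone; camera, adjusted p = 0.40). Without rCSF1 replicates 2 and 5, 3 inflammatory genes were higher after rCSF1 and 1 lower. The total of 4910 genes that differed between the cytokines was 5 with a fit to the libraries of these groups alone and 1421 with the 18 libraries of that time. It was 2819 without rCSF1 replicate 5 and 1754 without replicates 2 and 5.

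**Figure D1:**
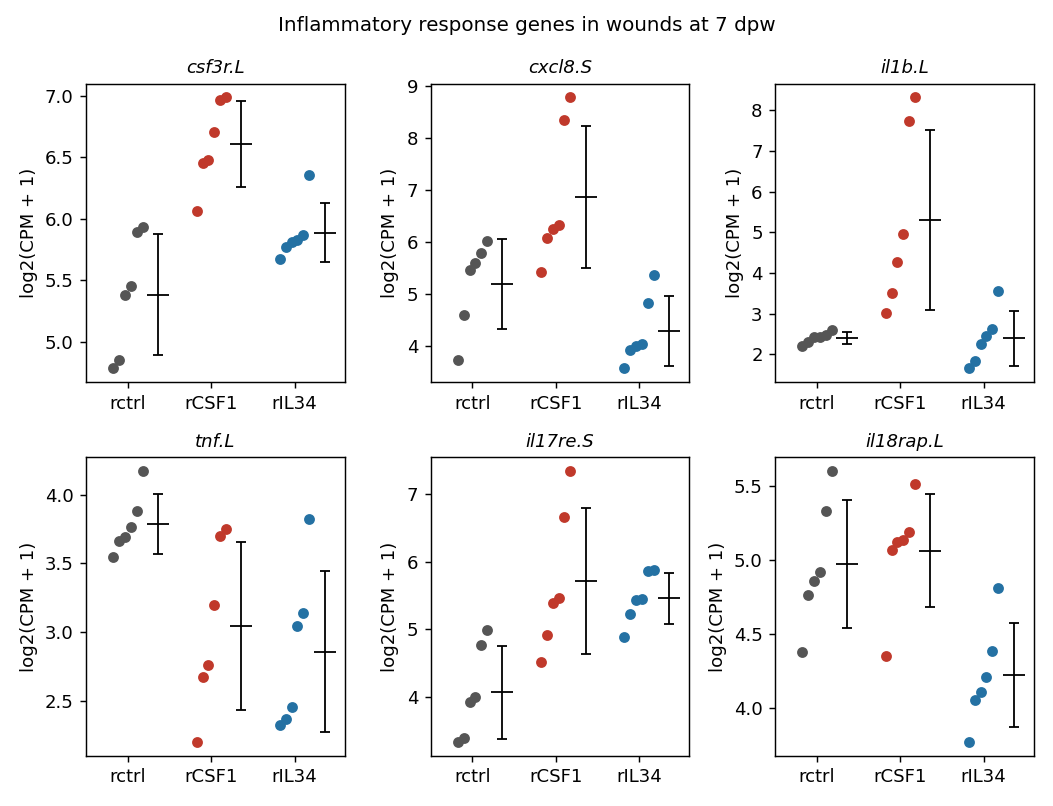
Expression at 7 dpw of csf3r.L, cxcl8.S, il1b.L, tnf.L, il17re.S and il18rap.L in rctrl, rCSF1- and rIL34-treated wounds, as log2 of TMM-normalized CPM plus 1. Each point is 1 library (6 per group) and bars give the mean ± SD; replicates 2 and 5 of rCSF1 give the highest points of il1b.L and cxcl8.S.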

Taken together, these findings suggest that CSF1 and IL34 respectively promote and diminish wound inflammation, with rIL34 administration possibly having compensatory effects or changes to wound repair kinetics seen by 14 dpw.

### 3.4 Proportions of CSF1- and IL34-Mϕs in wounded skin influence myofibroblast activation, collagen deposition, and remodeling

To further understand the roles of CSF1- and IL34-Mϕs in wound repair, we characterized the kinetics of frog wound fibroblast activation. The activation of fibroblasts to the myofibroblast phenotype (*acta2+*) is a hallmark of wound healing across vertebrates (60), with a previous study (10) and the present work indicating that this is also true of *X. laevis* skin wounds. Compared to rctrl- and rCSF1-administered animals, frogs injected with rIL34 exhibited significantly more *acta2+* cells in their wounds at 7 and 14 dpw (**Figures 5A–D**, **Supplementary Figures 3A–D**), suggesting that IL34-Mϕs may be more important than CSF1-Mϕs in *X. laevis* skin wound myofibroblast activation. Notably, skin glands in and outside wounded skin also stained positive for *acta2* (**Figures 5A–C**, **Supplementary Figures 3A–C**), possibly owing to inherent roles for myofibroblasts in these structures.

**Figure 5:**
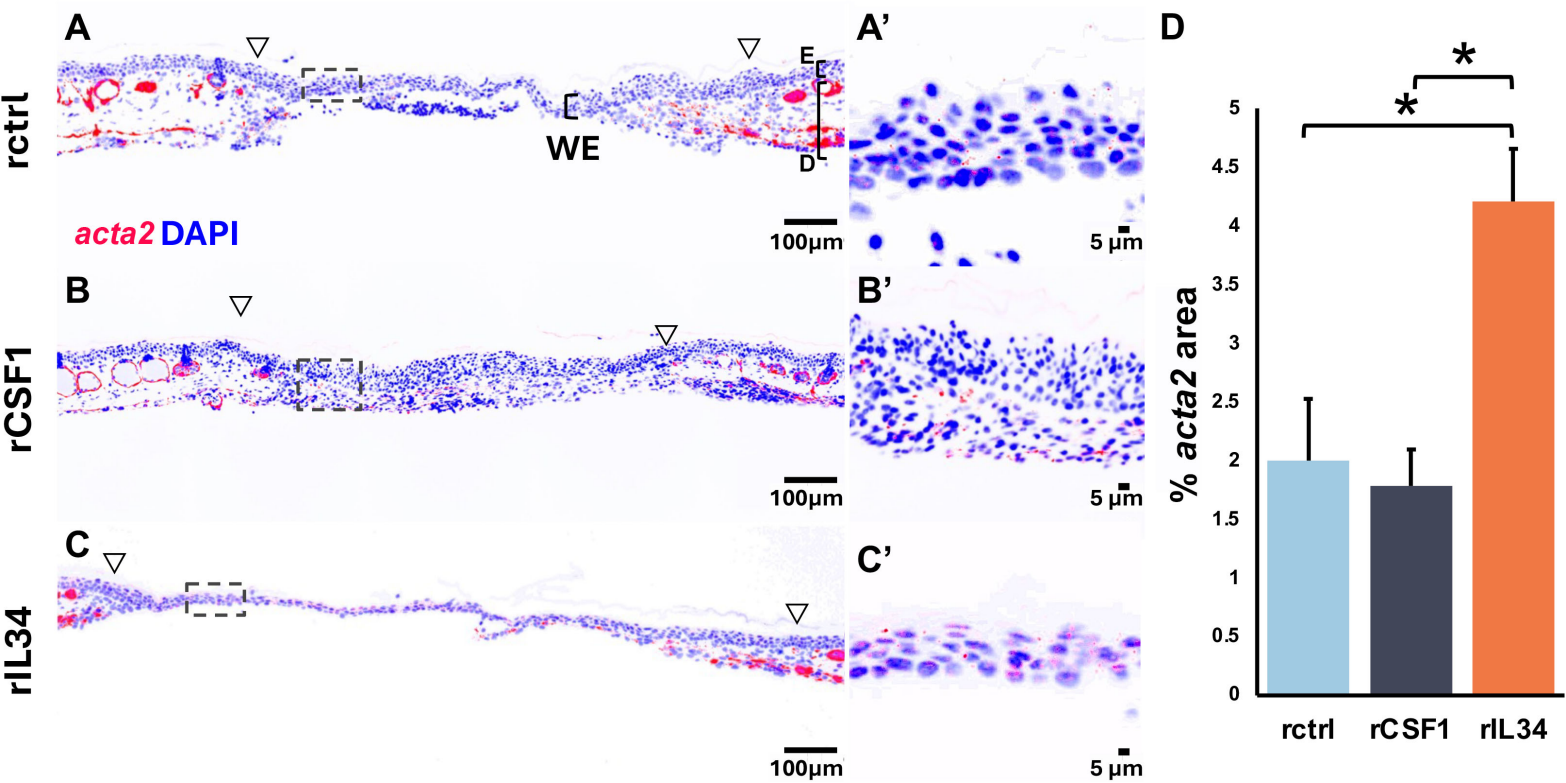
Myofibroblast accumulation in **r**CSF1- and rIL34-administered wounds. **(A–C′)** Immunofluorescence staining of (red) *acta2* and (blue) DAPI in **(A, A′)** rctrl, **(B, B′)** rCSF1, and **(C, C′)** rIL34 wounds at 7 dpw (cytokines administered 3 dpw). Open arrowheads mark wound edges, boxed regions indicate sections of higher magnification in **(A′–C′)**. **(D)** Quantification of *acta2*⁺ area (% total wound region, excluding gland-adjacent expression). Data represent mean ± SEM (*n* = 4-7 biological replicates per group). One-way ANOVA with Tukey’s *post hoc* test; *p < 0.05. Images were created using fluorescent microscopy and inverting uniformly in ImageJ.

Myofibroblast-mediated wound repair is marked by collagen deposition and remodeling (4, 9, 61) while mammalian skin is predominated by collagen types I and III (43, 62, 63). In turn, analysis of the collagen I/III ratio is frequently used to assess scarring and fibrosis in mammalian wound healing studies (64). Because myofibroblast activation drives this process, we next examined collagen deposition in rCSF1- and rIL34-skewed skin wounds during repair (**Figures 6A–F’**). When we examined the ratios of collagen I to collagen III deposition in the healing skin, we found that at 7 dpw the rIL34-administered animals possessed significantly higher collagen I/III ratios compared to control and rCSF1-treated animals (*p < 0.05*, **Figures 6A–C, G**), suggesting that IL34-Mϕs promote type I collagen deposition, presumably at least in part via myofibroblast activation. While the collagen I/III ratios were less prominent in rCSF1-administered wounds than in rIL34-treated wounds at 7 dpw (**Figure 6G**), those tissues displayed greater overall amounts of both collagen types, but especially type III (**Figure 6B**).

**Figure 6:**
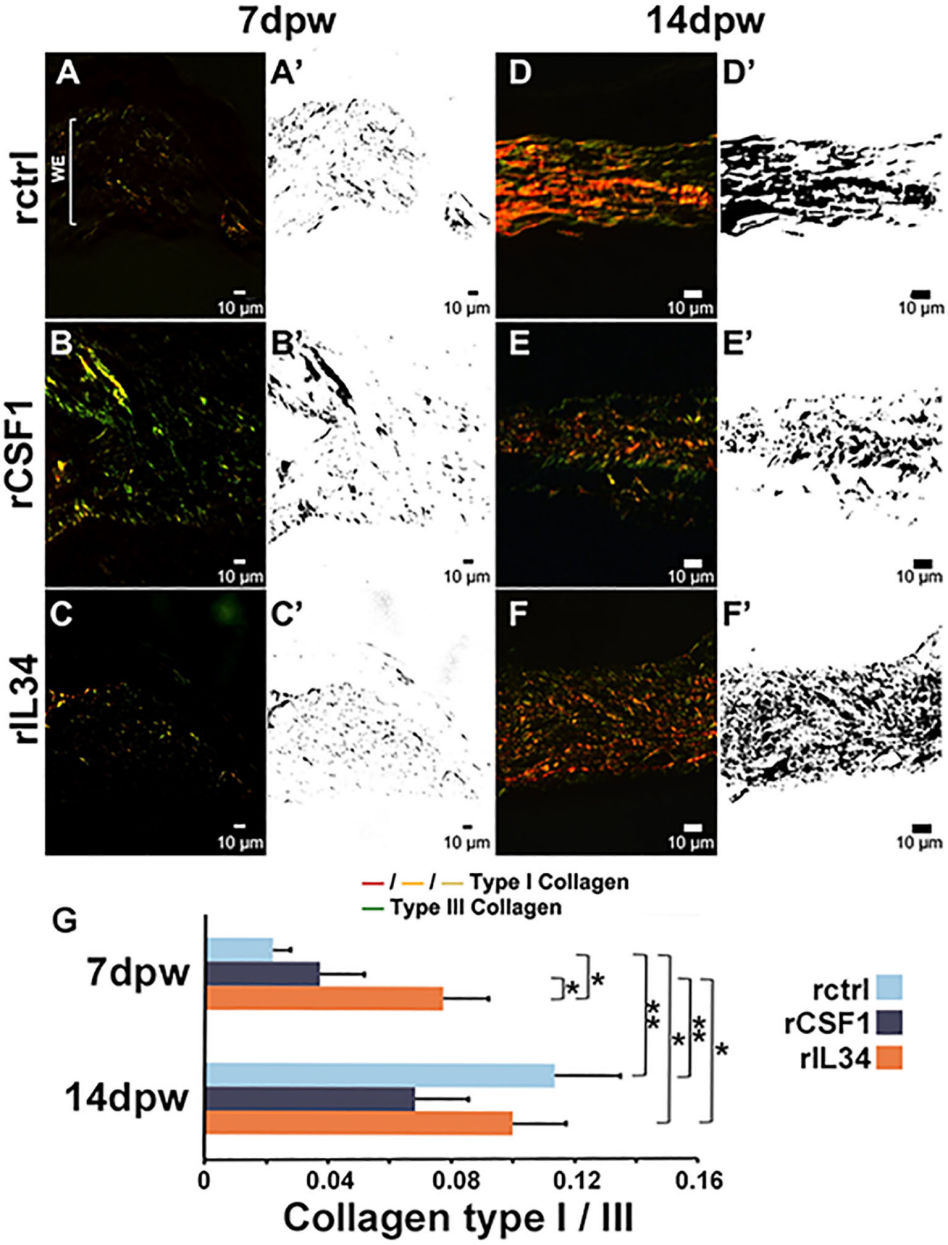
Collagen I and III deposition in rCSF1- and rIL34-administered wounds. **(A–C′)** Picrosirius red (PSR) staining of **(A, A′)** rctrl, **(B, B′)** rCSF1, and **(C, C′)** rIL34-administered wounds at 7 days post wound (dpw; cytokines administered 3 dpw), imaged with polarized light microscopy. Collagen I (red/orange/yellow) and collagen III (green) birefringence is shown; corresponding binary masks are in **A′–C′**. **(D–F′)** PSR staining of **(D, D′)** rctrl, **(E, E′)** rCSF1, and **(F, F′)** rIL34 wounds at 14 dpw with corresponding masks **(D′–F′)**. **(G)** Quantification of collagen I/III ratios at 7 and 14 dpw. Data represent mean ± SEM (*n* = 7-12 biological replicates per group). One-way ANOVA with Tukey’s *post hoc* test; *p < 0.05, **p < 0.01.

By 14 dpw, all treatment groups had greater collagen deposition, with control and rIL34-treated wounds exhibiting greater (not significantly so) collagen I/III ratios than rCSF1-administered wounds (**Figures 6D–G**). Moreover, at 14 dpw the patterns of the remodeled collagen were markedly different across these treatment groups (**Figures 6D–F’**). The control wounds displayed mostly parallel collagen fibers across the wound beds by 14 dpw, consistent with what is seen at this stage in other vertebrates with superior regenerative capacities (65) (**Figures 6D, D’**). The rCSF1-treated wounds exhibited dense, fragmented collagen with irregular orientation, indicative of disorganized deposition/remodeling and reminiscent of what is typical of pro-inflammatory milieu (65, 66) (**Figures 6E, E’**). In contrast, rIL34-treated wounds showed dense collagen deposition with fibers that were more interwoven and heterogeneous in orientation, suggesting accelerated but remodeling-competent matrix assembly (**Figures 6F, F’**).

Our transcriptomic analysis supported the above observations. For example, rIL34-treated wounds exhibited significantly greater expression of collagen type I alpha 2 chain (*col1a2.l/s*) at 7 dpw (**Figure 7A**), consistent with their greater I/III ratios (**Figure 6G**). 

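*col1a2.L*, on chromosome 6L from 32779143 to 32817005, was at 3723 ± 1215 CPM in rIL34-treated and 2141 ± 365 CPM in rctrl wounds at 7 dpw (SD, n = 6 each), a log2 fold change of 0.80 (standard error 0.34, adjusted p = 0.076), with 6 of 6 libraries above the rctrl median. *col1a2.S* had a log2 fold change of 0.67 (adjusted p = 0.24). Their exact two-sided Wilcoxon p-values, unadjusted, were 0.0043 and 0.0087. The partner chain genes *col1a1.L* and *col1a1.S* rose by 1.04 (adjusted p = 0.048) and 1.00 (adjusted p = 0.048) on the log2 scale, and the collagen III genes *col3a1.L* and *col3a1.S* were at -0.16 (adjusted p = 0.73) and 0.24 (adjusted p = 0.67). *col1a1.L* did not pass with RLE size factors, no filter on low counts, a filter at 5 CPM, a fit to the 18 libraries of that time, replicate numbers as a block, L and S copies summed or protein-coding genes alone (log2 fold change 0.95 to 1.04, adjusted p = 0.051 to 0.11). Nor did *col1a1.L* pass without any 1 library other than rIL34 replicate 3 (0.85 to 1.12, adjusted p = 0.051 to 0.13). *col1a1.S* did not pass with RLE size factors, no filter on low counts, a filter at 5 CPM, a fit to the 18 libraries of that time, replicate numbers as a block, L and S copies summed or protein-coding genes alone (log2 fold change 0.90 to 1.00, adjusted p = 0.051 to 0.10). Nor did *col1a1.S* pass without any 1 library other than rIL34 replicates 1 and 3 (0.78 to 1.06, adjusted p = 0.052 to 0.15). The ratio of collagen I to collagen III transcripts was 6.67 in rIL34-treated and 3.78 in rctrl wounds, log2 values of 2.74 ± 0.34 and 1.92 ± 0.30 (SD, n = 6 each; exact two-sided permutation p = 0.0043, adjusted p = 0.015 over 7 comparisons). After rCSF1 it was 4.96 (exact permutation p = 0.095), and the cytokines differed by -0.43 on the log2 scale, rCSF1 less rIL34 (exact permutation p = 0.082). Of 45 fibroblast and collagen matrix genes, 5 were higher and 0 lower after rIL34, beside 4471 and 3159 of all 28225 tested genes. Of the 45, 2 were higher and 0 lower when adjusted over the list alone (camera, adjusted p = 0.82). At an unadjusted p under 0.05, 2 of the 45 were lower, with 1 lower in DESeq2 and 2 in voom. After rCSF1, 1 was higher and 8 were lower (0 and 8 when adjusted over the list alone; camera, adjusted p = 4.5e-04, and adjusted p = 0.81 with an estimated correlation), among them the small proteoglycan genes *lum.L* at -1.56 (adjusted p = 0.0058) and *lum.S* at -1.52 (adjusted p = 0.0046). The mean log2 CPM of this list was 5.39 and 5.64 in rCSF1 replicates 2 and 5, against 7.03 to 7.37 in the other rCSF1 libraries, and without these replicates 3 genes were lower. Epidermal markers also rose after rIL34, with 25 of 33 higher (25 when adjusted over the list alone) and a median of 0.95 (camera, adjusted p = 1.2e-10, and adjusted p = 0.91 with an estimated correlation).

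**Figure D2:**
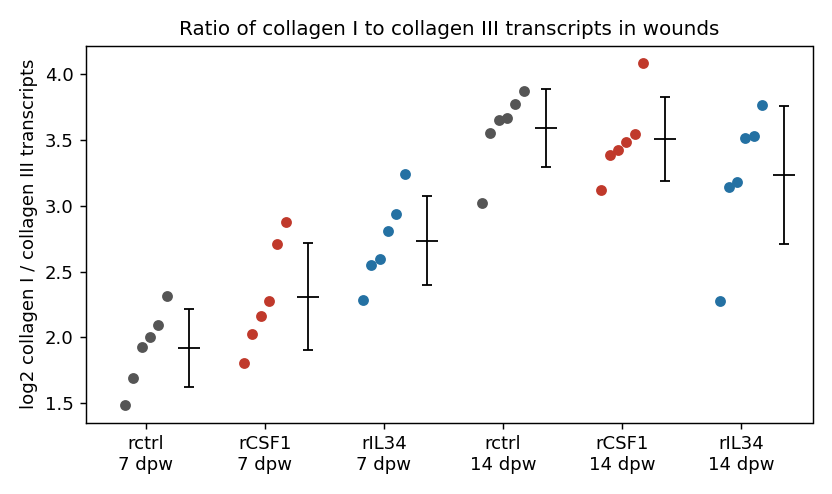
The log2 ratio of collagen I transcripts (col1a1 and col1a2) to collagen III transcripts (col3a1), L and S copies summed, in the 6 groups at 7 and 14 dpw. Each point is 1 library (6 per group) and bars give the mean ± SD.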

In line with greater myofibroblast activation (**Figure 5**), rIL34-treated wounds also had greater expression of secreted protein acidic and cysteine rich (*sparc.s*; **Figure 7A**), the product of which contributes to myofibroblast differentiation and regulation of collagen-remodeling (67). 

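*sparc.S*, on chromosome 3S from 11580569 to 11600369, was at 851 ± 215 CPM in rIL34-treated wounds at 7 dpw against 375 ± 85.0 CPM in rctrl wounds (SD, n = 6 each), a log2 fold change of 1.18 (standard error 0.23, adjusted p = 3.1e-04). Every rIL34 library was above every rctrl library, and *sparc.S* was lower after rCSF1 than after rIL34 by -0.94 (adjusted p = 0.0058) on the log2 scale. Its homeolog *sparc.L* had a log2 fold change of 0.62 (adjusted p = 0.16) after rIL34. Of 19 myofibroblast and smooth muscle markers, 10 were higher and 0 lower after rIL34 (11 and 0 when adjusted over the list alone), with a median of 1.05 (camera, adjusted p = 0.0055, and adjusted p = 0.91 with an estimated correlation), and no member fell at an unadjusted p under 0.05 or in DESeq2 or voom. The alpha-smooth muscle actin gene *acta2.L*, on chromosome 7L from 6909529 to 6916681, had a log2 fold change of 2.03 (standard error 0.49, adjusted p = 0.0023), at 78.5 ± 69.1 against 19.2 ± 5.13 CPM, with an exact two-sided Wilcoxon p, unadjusted, of 0.18. After rCSF1, 2 markers were higher and 1 lower, also when adjusted over the list alone (camera, adjusted p = 0.60), and 13 were lower after rCSF1 than after rIL34 and 1 higher, also when adjusted over the list alone (camera, adjusted p = 1.8e-05, and adjusted p = 0.62 with an estimated correlation). Without rCSF1 replicates 2 and 5, 4 were lower in this direct comparison and *sparc.S* was at -0.66 (adjusted p = 0.079).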

The gene encoding transforming growth factor beta-induced protein (*tgfbi*), a downstream effector of TGFβ1, involved in collagen fiber organization and myofibroblast contractility (68) was likewise upregulated in rIL34-treated wounds, as was *tgfbr2.s* (**Figure 7A**), the ligand for which is prominently involved in wound repair and fibrosis (69). Moreover, fibroblast growth factor-9 (FGF9) is known to inhibit TGFβ1-induced myofibroblast differentiation (70), and thus our observation that *fgf9.s* expression was decreased in the rIL34-treatment group, also supports greater fibroblast activation at 7 dpw in this group (**Figure 7A**). 

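*tgfbi.L*, on chromosome 3L from 43207034 to 43244574, was at 585 ± 364 CPM in rIL34-treated and 324 ± 137 CPM in rctrl wounds at 7 dpw (SD, n = 6 each), a log2 fold change of 0.85 (standard error 0.53, adjusted p = 0.25), with 4 of 6 libraries above the rctrl median. The TGF-beta receptor gene *tgfbr2.S* was at 41.2 ± 11.2 against 46.2 ± 6.79 CPM, a log2 fold change of -0.16 (adjusted p = 0.56), and *tgfbr2.L* had one of -0.20 (adjusted p = 0.25). A gene related to this receptor that the paper's Discussion names, *tgfbr2l.S*, rose from 2.45 ± 1.41 to 5.71 ± 3.54 CPM, a log2 fold change of 1.22 (standard error 0.38, adjusted p = 0.017). Of 37 TGF-beta pathway genes, 3 were higher and 2 lower after rIL34 (3 and 1 when adjusted over the list alone), with a median of 0.08 and a mean of 0.05 beside a downward camera direction (adjusted p = 0.98). After rCSF1, 11 of the 37 were higher and 6 lower, beside 5766 and 3982 of all 28225 tested genes. Adjusted over the list alone these were 14 and 6 of the 37 (camera, adjusted p = 0.50). Among the 37, *smad3.L* was at 1.74 (adjusted p = 6.8e-04) and *tgfb2.S* at -1.30 (adjusted p = 0.0048). Without rCSF1 replicates 2 and 5, 1 was higher and 1 was lower. *tgfbr2l.S* did not pass with a fit to the compared groups alone or a fit to the 18 libraries of that time (log2 fold change 1.22, adjusted p = 0.085 to 0.089), without any 1 of rctrl replicate 5 and rIL34 replicate 1 (0.90 to 1.00, adjusted p = 0.058 to 0.075) or by the exact two-sided Wilcoxon test (unadjusted p = 0.093).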

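*fgf9.S*, on chromosome 2S from 149520348 to 149565558, fell in rIL34-treated wounds at 7 dpw, to 1.35 ± 0.63 CPM from 2.56 ± 0.673 CPM in rctrl wounds (SD, n = 6 each), a log2 fold change of -0.92 (standard error 0.33, adjusted p = 0.038). It was below the rctrl median in 5 of 6 rIL34 libraries. After rCSF1 its log2 fold change was -0.50 (adjusted p = 0.24), and the cytokines did not differ past the test, at 0.42 (adjusted p = 0.41). At 14 dpw *fgf9.S* was at 0.24 (adjusted p = 0.97) after rIL34. The receptor gene *fgfr3.L* rose by 1.32 (adjusted p = 0.0018) on the log2 scale. *fgf9.S* did not pass with replicate numbers as a block (log2 fold change -0.88, adjusted p = 0.063). Nor did *fgf9.S* pass without any 1 of rctrl replicates 5 and 6 and rIL34 replicates 2, 5 and 6 (-0.88 to -0.79, adjusted p = 0.068 to 0.093).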

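The ligand gene *pdgfa.L*, on chromosome 9_10L from 108523550 to 108560373, was at 16.8 ± 3.15 CPM in rIL34-treated wounds at 7 dpw and 31.1 ± 3.87 CPM in rctrl wounds (SD, n = 6 each), a log2 fold change of -0.89 (standard error 0.18, adjusted p = 3.4e-04), and every rIL34 library was below every rctrl library. *pdgfc.S* fell from 17.2 ± 3.71 to 9.34 ± 4.19 CPM, a log2 fold change of -0.88 (standard error 0.33, adjusted p = 0.045). The receptor gene *pdgfrb.S* was at 97.4 ± 41.2 against 158 ± 39.6 CPM, a log2 fold change of -0.70 (standard error 0.27, adjusted p = 0.053). After rCSF1, *pdgfrb.S* fell by 1.08 (adjusted p = 0.0026) and *pdgfra.L* by 1.07 (adjusted p = 0.0067) on the log2 scale. Of 27 PDGF and FGF ligands and receptors, 2 were higher and 4 lower after rIL34 (4 and 5 when adjusted over the list alone; camera, adjusted p = 0.64), and 1 was higher and 7 lower after rCSF1, also when adjusted over the list alone (camera, adjusted p = 0.063). Without rCSF1 replicates 2 and 5, 1 was higher and 2 were lower after rCSF1. *pdgfc.S* did not pass with a fit to the 18 libraries of that time or L and S copies summed (log2 fold change -0.88 to -0.49, adjusted p = 0.054 to 0.11). Nor did *pdgfc.S* pass without any 1 library other than rctrl replicate 2 and rIL34 replicate 4 (-0.92 to -0.75, adjusted p = 0.051 to 0.11).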

Reduced platelet derived growth factor (PDGF) signaling is a hallmark of scarless healing (71) and so the decreased expression of several PDGF-related genes (*pdgfa.l, pdgfc.s*, and *pdgfrb.s*) in rIL34-treated wounds likewise corroborates the possible role of IL34 in regenerative repair (**Figure 7A**). Elevated connective tissue growth factor (*ccn2*) and endothelin-1 (*edn1.l*) levels have been respectively linked to fibrosis (72) and vascular dysfunction (73), so it is notable that these transcripts were elevated in rCSF1-treated wounds but diminished in rIL34-administered wounds (**Figure 7A**). 

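The endothelin-1 gene *edn1.L*, on chromosome 6L from 96573258 to 96580750, rose in rCSF1-treated wounds at 7 dpw, to 14.4 ± 14.8 CPM from 2.18 ± 0.485 CPM in rctrl wounds (SD, n = 6 each), a log2 fold change of 2.72 (standard error 0.46, adjusted p = 5.5e-05). In rIL34-treated wounds it was at 2.52 ± 0.989 CPM, a log2 fold change of 0.21 (adjusted p = 0.76), and it was higher after rCSF1 than after rIL34 by 2.51 (adjusted p = 6.5e-04). The connective tissue growth factor gene *ccn2.L*, on chromosome 5L from 72894120 to 72897969, was at 42.1 ± 10.09 CPM after rCSF1 against 24.3 ± 6.10 CPM in rctrl wounds, a log2 fold change of 0.79 (standard error 0.35, adjusted p = 0.078), with 6 of 6 libraries above the rctrl median. After rIL34 it was at 21.3 ± 14.1 CPM, a log2 fold change of -0.19 (adjusted p = 0.72), and the difference between the cytokines was 0.98 (adjusted p = 0.049). Replicates 2 and 5 of rCSF1 had 33.6 and 32.9 CPM of *edn1.L*, against 2.14 to 7.56 CPM in the other rCSF1 libraries. Without them its log2 fold change was 1.2 (adjusted p = 0.015), and that of *ccn2.L* was 0.77 (adjusted p = 0.20). Between the cytokines *edn1.L* differed by 0.99 (adjusted p = 0.055) without them, and *ccn2.L* did not pass with no filter on low counts, a fit to the compared groups alone, a fit to the 18 libraries of that time or replicate numbers as a block (log2 fold change 0.98 to 1.00, adjusted p = 0.062 to 0.23). Nor did *ccn2.L* pass without any 1 of rCSF1 replicates 1, 2, 4, 5 and 6 and rIL34 replicates 1, 2 and 6 (0.78 to 1.04, adjusted p = 0.055 to 0.11).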

By 14 dpw, the rIL34-treated wound had significantly diminished expression of collagen genes, *col1a2.s/l* whereas the rCSF1-treated wounds possessed marginally increased *col1a2.s/l* expression (**Figure 7A**).

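At 14 dpw *col1a2.L* was at 2044 ± 543 CPM in rIL34-treated wounds, 4088 ± 1007 CPM in rCSF1-treated wounds and 2796 ± 1137 CPM in rctrl wounds (SD, n = 6 each). The log2 fold changes against rctrl were -0.45 (adjusted p = 0.86) after rIL34 and 0.55 (adjusted p = 0.58) after rCSF1. For *col1a2.S* they were -0.56 (adjusted p = 0.86) and 0.49 (adjusted p = 0.72). Set against each other, rCSF1- and rIL34-treated wounds differed by 1.00 (adjusted p = 0.15) for *col1a2.L* and 1.05 (adjusted p = 0.24) for *col1a2.S* on the log2 scale, with exact two-sided Wilcoxon p-values, unadjusted, of 0.0022 and 0.015. The ratio of collagen I to collagen III transcripts was 12.1 in rctrl, 11.4 in rCSF1-treated and 9.43 in rIL34-treated wounds, and neither cytokine differed from rctrl (exact permutation p = 0.65 and 0.17). None of the fibroblast and collagen matrix genes passed edgeR's test against rctrl for either cytokine. At an unadjusted p under 0.05, 2 were lower after rIL34 and 3 higher after rCSF1, and none passed in DESeq2 or voom or when adjusted over the list alone. As a set they were at a median of -0.10 after rIL34 (camera, adjusted p = 0.042, and adjusted p = 0.71 with an estimated correlation) and 0.28 after rCSF1 (camera, adjusted p = 3.6e-04, and adjusted p = 0.69 with an estimated correlation). The rIL34 median was 0.01 without rctrl replicate 3. rCSF1 replicates 1, 2 and 6 held most of the skeletal muscle transcripts, and without them the rCSF1 median was 0.10 (camera, adjusted p = 0.073).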

**Figure 7:**
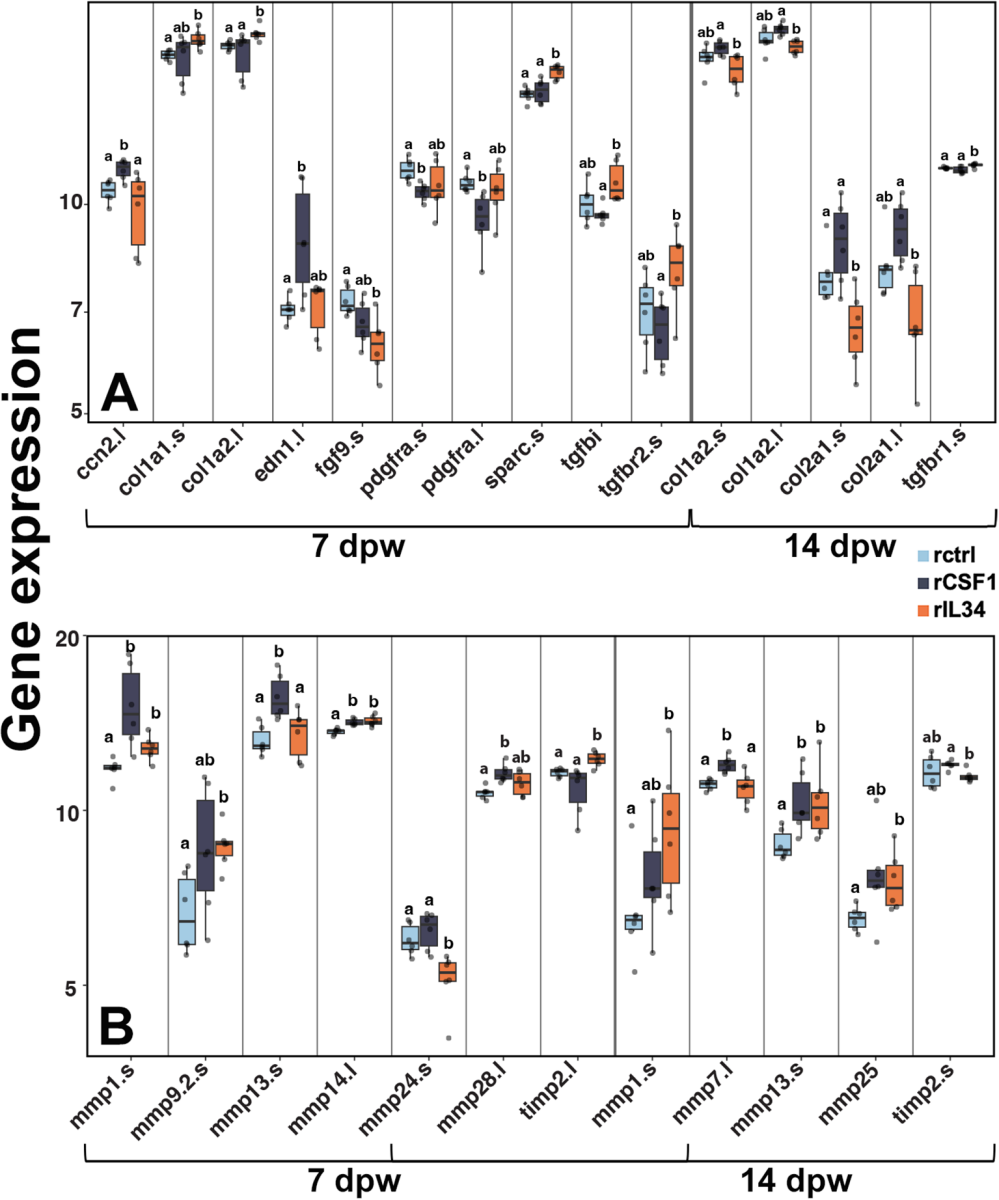
Gene expression in rCSF1- and rIL34-administered wounds. **(A)** RNA-seq expression analysis of ECM- and fibrosis-associated genes at 7 and 14 dpw across treatments. **(B)** RNA-seq expression analysis of matrix metalloproteinases (MMPs) and their regulators (TIMPs) at 7 and 14 dpw across treatments. Boxplots show median, interquartile range, and statistical groupings, letters denote significance; *p* < 0.05.

Extracellular matrix remodeling by matrix metalloproteinases (MMPs) and their regulation by tissue inhibitor of metalloproteinases (TIMPs) is a key feature of wound repair (48, 74) and this process is integral to collagen remodeling and amphibian regeneration (75–77). Our results showed that at 7 dpw, rCSF1-treated wounds possessed elevated expression of genes encoding pro-fibrotic MMPs (*mmp13.s*, *mmp28.l*) *(*75, 76, 78) as well as the pro-collagen I remodeling *mmp14.l* (66, 79) (**Figure 7B**). 

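*mmp28.L*, on chromosome 2L from 97559216 to 97596391, was at 54.6 ± 17.2 CPM in rCSF1-treated wounds at 7 dpw and 29.1 ± 5.33 CPM in rctrl wounds (SD, n = 6 each), a log2 fold change of 0.91 (standard error 0.19, adjusted p = 5.2e-04), and every rCSF1 library was above every rctrl library. The collagenase gene *mmp13.S*, on chromosome 2S from 150857749 to 150864610, rose from 181 ± 105 to 1382 ± 1395 CPM, a log2 fold change of 2.93 (standard error 0.72, adjusted p = 0.0022). The membrane-bound protease gene *mmp14.L*, on chromosome 1L from 151249502 to 151273854, rose from 222 ± 25.3 to 319 ± 40.2 CPM, a log2 fold change of 0.52 (standard error 0.18, adjusted p = 0.028), and the row named *MMP14* was at 0.11 (adjusted p = 0.80). The homeolog *mmp28.S* was at -0.38 (adjusted p = 0.39). Replicates 2 and 5 had 3828 and 2271 CPM of *mmp13.S* and the other rCSF1 libraries 353 to 907 CPM. Without both, the log2 fold changes were 1.57 (adjusted p = 0.13) for *mmp13.S*, 0.61 (adjusted p = 0.028) for *mmp28.L* and 0.38 (adjusted p = 0.24) for *mmp14.L*. *mmp14.L* did not pass with no filter on low counts or voom (log2 fold change 0.44 to 0.48, adjusted p = 0.058 to 0.15). Nor did *mmp14.L* pass without any 1 of rctrl replicates 2 and 3 and rCSF1 replicates 2 and 5 (0.46 to 0.49, adjusted p = 0.052 to 0.089).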

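*mmp14.L* rose in rIL34-treated wounds at 7 dpw, to 349.8 ± 73.2 CPM (SD, n = 6), a log2 fold change of 0.65 (standard error 0.19, adjusted p = 0.0084) against rctrl, with every rIL34 library above every rctrl library. The row named *MMP14* rose by 0.79 (adjusted p = 0.037). The gelatinase gene *mmp9.2.S*, on chromosome 9_10S from 31738466 to 31746200, was at 7.94 ± 4.31 against 2.08 ± 1.56 CPM, a log2 fold change of 1.93 (standard error 0.86, adjusted p = 0.092), with 6 of 6 libraries above the rctrl median. Its homeolog *mmp9.2.L* was at 47.6 ± 29.9 against 21.4 ± 13.3 CPM, a log2 fold change of 1.2 (adjusted p = 0.26), and the paralog *mmp9.1.S* rose by 1.07 (adjusted p = 0.013). After rCSF1, *mmp9.2.L* had a log2 fold change of 3.66 (adjusted p = 8.2e-04), with 910.2 and 566 CPM in replicates 2 and 5 and 12.4 to 67.3 CPM in the other rCSF1 libraries. Without these replicates it was 0.70 (adjusted p = 0.49). After rIL34, the row *MMP14* did not pass with no filter on low counts, a filter at 5 CPM, a fit to the 18 libraries of that time, replicate numbers as a block, voom or L and S copies summed (log2 fold change 0.62 to 0.80, adjusted p = 0.051 to 0.079). Nor did *MMP14* pass without any 1 of rctrl replicates 1, 2, 3, 5 and 6 and rIL34 replicates 1 and 4 (0.59 to 0.82, adjusted p = 0.05002 to 0.14). *mmp9.1.S* did not pass without rIL34 replicate 6 (log2 fold change 0.80, adjusted p = 0.065).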

The rIL34-treated wounds showed significantly increased expression of *mmp9* and *mmp14*, the former known to be important in regeneration (79, 80) (**Figure 7B**). The rIL34-treated wounds also had significantly reduced expression of the pro-fibrotic *mmp24* (81) and upregulated expression of *timp2.l*, a prominent MMP inhibitor (69) (**Figure 7B**). Both treatment groups exhibited elevated levels of *mmp1.s* when compared to controls, albeit more modestly so in rIL34-treated wounds (**Figure 7B**). 

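*timp2.L*, on chromosome 9_10L from 33929237 to 33962561, rose in rIL34-treated wounds at 7 dpw, to 88.2 ± 21.5 CPM from 53.8 ± 7.00 CPM in rctrl wounds (SD, n = 6 each), a log2 fold change of 0.71 (standard error 0.27, adjusted p = 0.047). *mmp24.S*, on chromosome 9_10S from 38186283 to 38258597, fell from 0.987 ± 0.300 to 0.508 ± 0.203 CPM, a log2 fold change of -0.96 (standard error 0.36, adjusted p = 0.047). The homeolog *timp2.S* was at 51.1 ± 23.7 against 30.2 ± 5.91 CPM, a log2 fold change of 0.76 (adjusted p = 0.11). After rCSF1, *timp2.L* was at -0.49 (adjusted p = 0.16) and *mmp24.S* at 0.26 (adjusted p = 0.59) on the log2 scale, and both differed between the cytokines, by -1.21 (adjusted p = 0.0033) and 1.22 (adjusted p = 0.019), rCSF1 less rIL34. Over all genes this comparison called 4910, but 5 with a fit to the compared groups alone and 1754 without rCSF1 replicates 2 and 5. After rIL34, *timp2.L* did not pass with RLE size factors, no filter on low counts, a filter at 5 CPM, a fit to the 18 libraries of that time, replicate numbers as a block, L and S copies summed or protein-coding genes alone (log2 fold change 0.62 to 0.72, adjusted p = 0.052 to 0.12). Nor did *timp2.L* pass without any 1 library other than rIL34 replicates 3 and 6 (0.61 to 0.75, adjusted p = 0.053 to 0.10). *mmp24.S* did not pass with a fit to the compared groups alone or a fit to the 18 libraries of that time (log2 fold change -0.95, adjusted p = 0.056). Nor did *mmp24.S* pass without any 1 of rctrl replicates 2, 3, 5 and 6 and rIL34 replicates 3, 4 and 6 (-1.01 to -0.77, adjusted p = 0.052 to 0.11).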

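*mmp1.S*, a collagenase gene on chromosome 2S from 151026048 to 151032069, was at 1999 ± 2735 CPM in rCSF1-treated, 137 ± 62.8 CPM in rIL34-treated and 62.5 ± 18.7 CPM in rctrl wounds at 7 dpw (SD, n = 6 each). This is a log2 fold change of 5.00 (standard error 1.13, adjusted p = 0.0010) after rCSF1 and of 1.13 (standard error 0.97, adjusted p = 0.41) after rIL34. The exact two-sided Wilcoxon p-values, unadjusted, were 0.0043 and 0.0087. Between the cytokines the log2 difference was 3.87 (adjusted p = 0.013). The homeolog *mmp1.L* had a log2 fold change of 5.65 (adjusted p = 6.9e-04) after rCSF1 and 0.33 (adjusted p = 0.85) after rIL34. Replicates 2 and 5 of rCSF1 had 6564 and 4211 CPM of *mmp1.S*, against 89.5 to 647 CPM in the other rCSF1 libraries, and without both its log2 fold change was 2.25 (adjusted p = 0.11) and the difference between the cytokines 1.17 (adjusted p = 0.49). In the latter, *mmp1.S* did not pass with a fit to the compared groups alone or voom (log2 fold change 1.36 to 3.83, adjusted p = 0.10 to 0.36), without rCSF1 replicate 2 (2.99, adjusted p = 0.055) or by the exact two-sided Wilcoxon test (unadjusted p = 0.065).

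**Figure D3:**
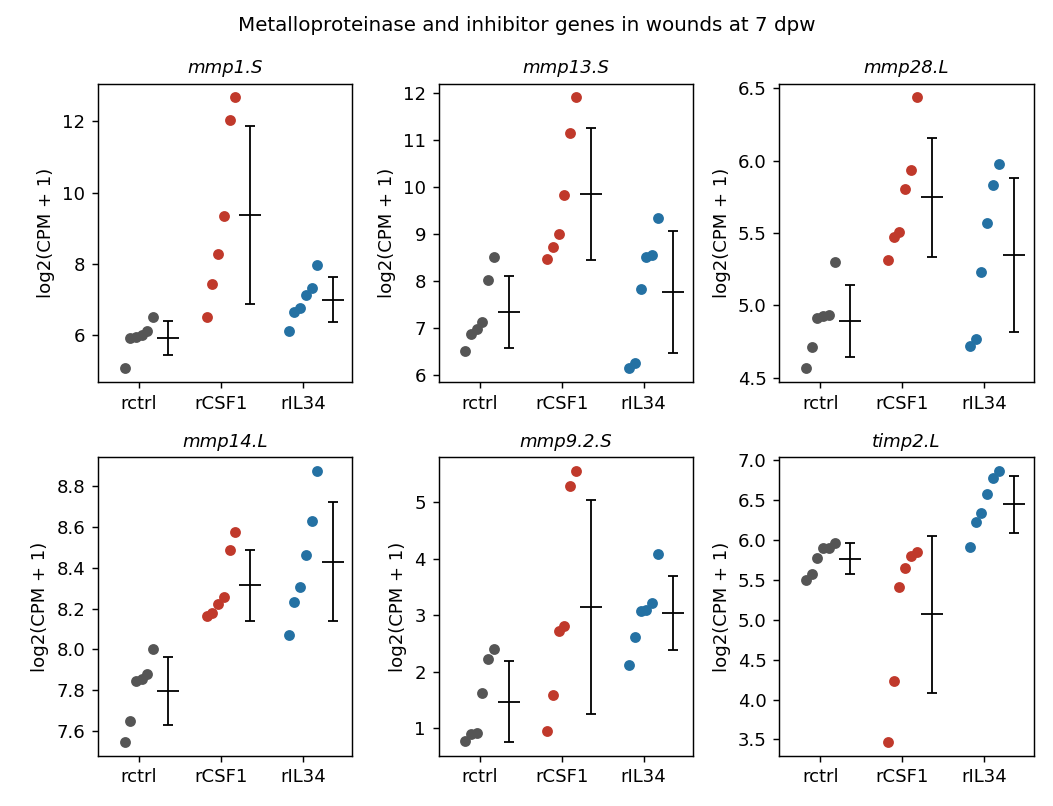
Expression at 7 dpw of mmp1.S, mmp13.S, mmp28.L, mmp14.L, mmp9.2.S and timp2.L in rctrl, rCSF1- and rIL34-treated wounds, as log2 of TMM-normalized CPM plus 1. Each point is 1 library (6 per group) and bars give the mean ± SD.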

At 14 dpw, CSF1-enriched wounds maintained high expression of *mmp7* and *mmp13*, which are known to be upregulated during inflammation (72). Conversely, rIL34-enriched wounds expressed greater levels of *mmp1* and *mmp25*, the latter being associated with angiogenesis (79, 82) (**Figure 7B**). These findings demonstrate that rCSF1 and rIL34-polarization of regenerating wounds culminated in distinct MMP signatures despite comparable collagen I/III ratios at 14 dpw.

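*mmp7.L*, on chromosome 2L from 168795296 to 168804423, was at 69.9 ± 21.0 CPM in rCSF1-treated wounds at 14 dpw and 36.3 ± 5.61 CPM in rctrl wounds (SD, n = 6 each), a log2 fold change of 0.94 (standard error 0.39, adjusted p = 0.34). *mmp13.S* was at 30.9 ± 29.9 against 7.46 ± 2.94 CPM, a log2 fold change of 2.05 (standard error 0.71, adjusted p = 0.21). The exact two-sided Wilcoxon p-values, unadjusted, were 0.0022 for *mmp7.L*, every rCSF1 library being above every rctrl library, and 0.0087 for *mmp13.S*. In rctrl wounds *mmp13.S* had been at 181 ± 105 CPM at 7 dpw. For *mmp7.L* the log2 fold change after rCSF1 at 7 dpw was 0.45 (adjusted p = 0.38). After rIL34 at 14 dpw, *mmp7.L* was at -0.02 (adjusted p = 0.999) and *mmp13.S* at 2.38 (adjusted p = 0.21), and between the cytokines *mmp7.L* differed by 0.96 (adjusted p = 0.25).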

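*mmp1.S* was at 47.6 ± 88.1 CPM in rIL34-treated wounds at 14 dpw and 2.83 ± 4.09 CPM in rctrl wounds (SD, n = 6 each), a log2 fold change of 4.07 (standard error 1.1, adjusted p = 0.16). Replicate 4 of rIL34 had 226 CPM and the other rIL34 libraries 1.58 to 33.6 CPM. *mmp25.L*, a membrane-anchored protease gene on chromosome 9_10L from 125476871 to 125493345, was at 6.10 ± 3.82 against 2.55 ± 0.852 CPM, a log2 fold change of 1.25 (standard error 0.32, adjusted p = 0.13), and the row named *MMP25* was at 1.37 (adjusted p = 0.22). The exact two-sided Wilcoxon p-values, unadjusted, were 0.015 for *mmp1.S*, 0.041 for *mmp25.L* and 0.0087 for *MMP25*. Adjusted over the genes the paper names alone, they were at p = 0.0087, 0.0055 and 0.014 in edgeR's test, which is no independent support, since the paper names them from these same data. After rCSF1 at 14 dpw, *mmp1.S* was at 1.2 (adjusted p = 0.73) and *mmp25.L* at 0.53 (adjusted p = 0.56) on the log2 scale.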

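At 7 dpw, 10 of 32 metalloproteinase and TIMP genes were higher and 1 lower after rCSF1 (10 and 3 when adjusted over the list alone), and 5 were higher and 3 lower after rIL34, also when adjusted over the list alone. In the direct comparison 7 were higher after rCSF1 than after rIL34 and 3 lower, also when adjusted over the list alone. Neutrophil collagenase *mmp8.L* was higher by 4.13 (adjusted p = 0.0098) and *mmp8.S* by 5.37 (adjusted p = 0.0025) on the log2 scale, and *timp2.S* lower, at -1.2 (adjusted p = 0.022). The list did not move as a set, with camera adjusted p-values of 0.85, 0.82 and 0.97, and in the direct comparison its median was -0.07 and its mean 0.68. Without rCSF1 replicates 2 and 5, 1 was higher after rCSF1, and in the direct comparison *mmp8.L* was at 1.59 (adjusted p = 0.34), *mmp8.S* at 1.90 (adjusted p = 0.21) and *timp2.S* at -0.70 (adjusted p = 0.16). At 14 dpw no member passed edgeR's test for either cytokine. At an unadjusted p under 0.05, 4 were higher and 1 lower after rCSF1 and 11 higher after rIL34, DESeq2 called 0 and 4, and voom none. When adjusted over the list alone, 0 were higher after rCSF1 and 9 after rIL34. The list's median was 0.32 after rCSF1 (camera, adjusted p = 0.0095, and adjusted p = 0.28 with an estimated correlation) and 0.18 after rIL34 (camera, adjusted p = 0.0020, and adjusted p = 0.18 with an estimated correlation). After rCSF1 the median was 0.18 (camera, adjusted p = 0.17) without its replicates 1, 2 and 6, chosen after seeing the data. It did not pass camera without rctrl replicate 4 or 5 either, at 0.31 (adjusted p = 0.071) and 0.28 (adjusted p = 0.052). Between the cytokines no member differed in edgeR's test, with 2 higher and 6 lower at an unadjusted p under 0.05, 1 lower in DESeq2 and 1 higher in voom. From the metalloproteinases raised or lowered by each cytokine, beside the similar collagen I/III ratios of its stained sections at 14 dpw, the paper concludes that the cytokines led to distinct metalloproteinase signatures. From its histology, in situ and gene expression data together it proposes that CSF1 promotes and IL34 diminishes wound inflammation, with possible compensation or altered kinetics after rIL34 by 14 dpw.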

## 4 Discussion

By two months post injury, juvenile *X. laevis* skin wounds are entirely regenerated to a point of being indistinguishable from the surrounding tissue, both histologically and macroscopically (83). At this time the afflicted skin possesses fully reformed epidermal and dermal layers, along with regenerated glands, which are albeit smaller and fewer in number than those in the surrounding unwounded skin (83). In contrast, adult *X. laevis* exhibit fibrotic repair of their skin wounds, characterized by irregularly organized collagen fibers (10). Much remains to be discerned about the immune determinants of juvenile versus adult *X. laevis* wound repair capacities. The results presented here indicate that *X. laevis* Mϕ subsets are intimately involved in the juvenile *X. laevis* skin wound repair.

Mϕs are rapidly recruited to *X. laevis* juvenile skin wounds and remain within the regenerating tissues for up to three weeks. This is reminiscent of the mammalian phases of wound healing, wherein Mϕs are essential for early inflammation, debris clearance, and signaling to downstream effectors like fibroblasts (12). In turn, our expression analysis of *csf1* and *il34*, as well as our Mϕ polarization studies indicate that CSF1- and IL34-Mϕs play disparate and temporally regulated roles in wound repair. Altering the relative proportions of CSF1- and IL34-Mϕs in the frog wounds resulted in profound consequences to the immune status of those wounds. Whereas rIL34-treatment manifested in reduced gene expression of key pro-inflammatory mediators, rCSF1 stimulation increased the expression of several hallmark inflammatory genes alongside increased neutrophil infiltration into the wound beds. Accordingly, we postulate that CSF1-Mϕs predominate the initial inflammatory responses, whereas IL34-Mϕs likely promote wound repair through fibroblast activation, altered collagen deposition, and advanced remodeling later in the repair process. It is of note that in mammals, IL34 facilitates steady-state maintenance of epidermal skin Langerhans cells (LCs) (30) whereas CSF1 contributes to LC production during skin inflammatory responses (33). In turn, our past studies indicate that the *X. laevis* CSF1-Mϕs may be more inflammatory than IL34-Mϕs in certain contexts (45, 84), while there is a growing body of literature indicating that in mammals, IL34 is produced in tolerogenic contexts by T regulatory (Treg) cells (85). Future studies employing repeated injections or sustained formulated release of rCSF1 and rIL34 will grant added perspectives on these respective Mϕ subsets and on the utility of such reagents to therapeutic applications.

In mammals, cutaneous injury triggers the rapid recruitment of circulating monocytes into wound beds, which extravasate from blood vessels, enter the wound area, and differentiate into inflammatory Mϕs or monocyte-derived dendritic cells (MoDCs) (86). These recruited cells are reinforced by locally expanding skin-resident dermal Mϕs and LCs (58, 87), which also contribute to wound surveillance and orchestration of repair processes. Resident tissue Mϕ and DC precursors are seeded into tissues like skin during embryonic development and self-renew therein, independently of blood-derived monocytes (88). This includes mammalian LC precursors, which repopulate LCs at steady-state (88). Though it is not clear from our analysis where the Mϕs involved in amphibian wound healing originate, we speculate that these effector Mϕs comprise of both tissue-resident and recruited, hematopoietic progenitors-derived populations. recruited. Considering the number of Mϕs decreases with frog wound repair, concurrent with changes in *il34* and *csf1* gene expression, we anticipate that some of these cells leave the wounds or undergo apoptosis. However, other Mϕs likely remain, shifting from CSF1-polarized to IL34-polarized subtypes, possibly resembling the shift from pro-inflammatory to anti-inflammatory Mϕ phenotypes seen in healing mammalian wounds (89). It will be interesting to see the extent to which this CSF1/IL34 wound repair dichotomy is evolutionarily conserved.

Fibroblasts are critical to wound repair (60, 90, 91), differentiating into myofibroblasts upon activation and upregulating their expression of alpha-smooth muscle actin (*acta2/acta2*) (4, 17, 90). Fibroblasts are thought to migrate into wounds from surrounding tissues (92), though it is not clear in either frogs or mammals, what proportion of these cells come from neighboring healthy skin versus other sources. Myofibroblasts synthesize and deposit collagen types I and III (90), causing wound contraction and closure (5, 64) as well as scar formation and fibrosis in mammalian wound healing (4, 34). Mammalian scar tissue formation reflects higher collagen I/III ratios (i.e. higher levels of collagen I), with normal and hypertrophic scars possessing a 6:1 ratio and keloid scars showing a staggering 17:1 ratio (64). During mammalian wound healing, thin collagen III fibers are deposited first, followed by the thicker collagen I fibers, as scars form (90). In contrast, regenerating amphibians actively suppress type I collagen deposition early on during wound repair, while type III collagen is deposited in low amounts as loose fibers (93). As amphibian regeneration progresses, collagen I is deposited considerably more slowly than in mammals, preventing fibrosis and scar formation. We anticipate that the greater type I collagen deposition and increases in *acta2+* myofibroblasts seen in rIL34-treated wounds reflect the roles of IL34-Mϕs in later, reparative phase of the repair process. Consistent with this notion, while rIL34-administration increased *col1a* gene expression, it also resulted in reduced inflammatory gene expression, suggesting a transition towards repair. Conversely, rCSF1-treatment elevated pro-inflammatory transcripts and total collagen deposition. This interpretation is further supported by the divergent expression of matrix metalloproteinases (MMPs) and a regulator, tissue inhibitor of metalloproteinases-2 (TIMP2), as these are the principal mediators of collagen turnover. Cytokine treatments produced distinct MMP profiles that paralleled the elicited collagen deposition phenotypes. At 7 dpw, rCSF1-treated wounds possessed elevated MMP13 and MMP28, which are respectively associated with granulation and fibrosis (81, 94). Both cytokine treatment groups upregulated the pro-fibrotic MMP1 (76), but only rIL34-treated wounds had increased TIMP2 expression. We anticipate that the high MMP1, MMP13 and MMP28 expression in the rCSF1-treated wounds is more likely to result in fibrosis and scar formation. Conversely, modestly increased MMP1 together with high expression of the pro-regenerative MMP14, MMP25 and TIMP2 concurrent with reduced MMP24, seen in rIL34-treated wounds, likely results in more controlled collagen remodeling and is less likely to lead to scar formation. At 14 dpw, in addition to MMP13, rCSF1-treated wounds also exhibited elevated expression of MMP7, which has been associated with delayed healing (87). The rIL34-administered wounds possessed elevated MMP1, but also MMP25 expression, reminiscent of MMP profiles associated with localized collagen trimming (79, 95, 96). It will be interesting to learn the precise kinetics with which disparate Mϕ subsets control deposition and remodeling of extracellular matrices.

TGFβ signaling is a hallmark of *X. laevis* regeneration (97), and rIL34-treated wounds possessed greater expression of multiple TGFβ downstream effectors including *col1a2*, *sparc*, *tgfbi*, and *tgfbr2l*. The increase in *tgfbr2l.s* is especially compelling as TGFβR2 is the prominent receptor in TGFβ signaling (97). SPARC and TGFβI, both upregulated in rIL34-treated wounds, are key regulators of collagen organization and fibroblast contractility (98). Their increased expression, alongside more robust myofibroblast recruitment/activation, likely contributes to the higher collagen I deposition seen in rIL34-treated wounds. These observations support our notion that IL34-Mϕs promote wound healing following the inflammatory phase of the repair response. Pertinently, studies looking at tail and limb regeneration in *X. laevis* have indicated that early-phase treatment of wounds with anti-inflammatory agents enhance regenerative capacities (99).

It is speculated that mucosal tissue possesses traits that enable regeneration, which is why oral mucosa in mammals can heal with little to no scar formation (87). Mammalian oral mucosa wound repair leads to increased release of chemokine CCL5, a robust early influx of neutrophils and Mϕs, and higher levels of IL6, IL1β, and TNFα (87). This presents an interesting comparison, as these overlap with the expression profiles seen in the wounds of both the control and rCSF1-treated animals. Even though frog skin serves as both a skin and a mucosal barrier, our previous work suggests that other frog skin-resident immune cells, at least in some contexts, more closely resemble mammalian skin-resident over their mucosal counterparts (100). The thus far characterized frog inflammatory response elicited during wounding also closely resemble those seen in human wounds (101).

While our polarization studies indicate potentially disparate roles for CSF1- and IL34-Mϕs during regenerative skin repair, much remains to be learned about how these respective subsets confer changes to aspects of wound repair such as recruitment and activation of distinct fibroblast subsets as well as deposition and remodeling of extracellular matrix components. We did not see increased Mϕ infiltration of wounds treated with rCSF1 or rIL34, suggesting that the observed effects are due to polarization rather than expansion of the respective Mϕ subset. Unfortunately, our attempts to deplete these Mϕ types within wounds by administering purified polyclonal antibodies against frog rCSF1 and rIL34 were not successful. While we believe our present findings to be compelling, we also feel that further resolution of when and how CSF1- and IL34-Mϕs contribute to scarless wound repair needs to be achieved through future studies using Mϕ-subset-specific depletion or knock-out approaches.

The present findings represent a window into the roles of frog Mϕ subsets in scarless wound repair. However, much remains to be discerned regarding the coordinated and kinetic involvement of these and other myeloid populations in frog skin regeneration and how these cells and processes relate to those taking place in mammals. We believe that studies akin to those reported here will bridge that gap in our understanding of the determinants of successful wound repair.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE306422, GSE306422.

# Supplementary material for: The contribution of amphibian macrophage subsets to scarless regeneration of skin wounds
**Source:** Front Immunol. 2025 Dec 11;16:1713361. doi: 10.3389/fimmu.2025.1713361
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Figures

# **
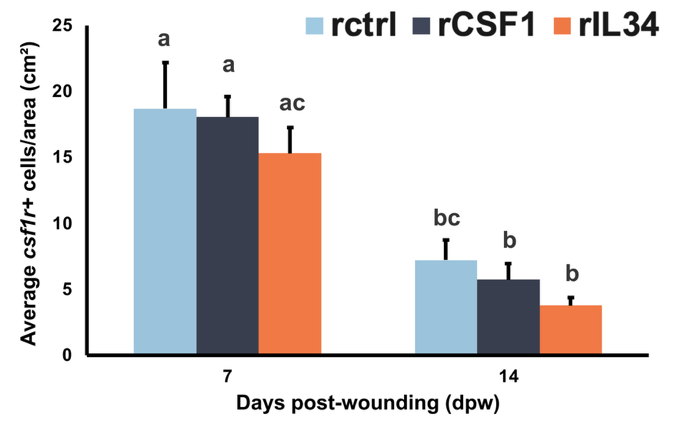
**

**Supplementary Figure 1. Quantification of** csf1r**⁺ cells in** rCSF1- and rIL34-administered wounds**.** Average density of csf1r⁺ cells (cells/cm²) at 7 and 14 days post wounding (dpw) in rctrl-, rCSF1-, and rIL34-administered wounds (cytokines administered 3 dpw). Data represent mean ± SEM (n = 6-8 biological replicates per group). One-way ANOVA with Tukey’s post hoc test, letters denote significance groupings; p < 0.05.

**
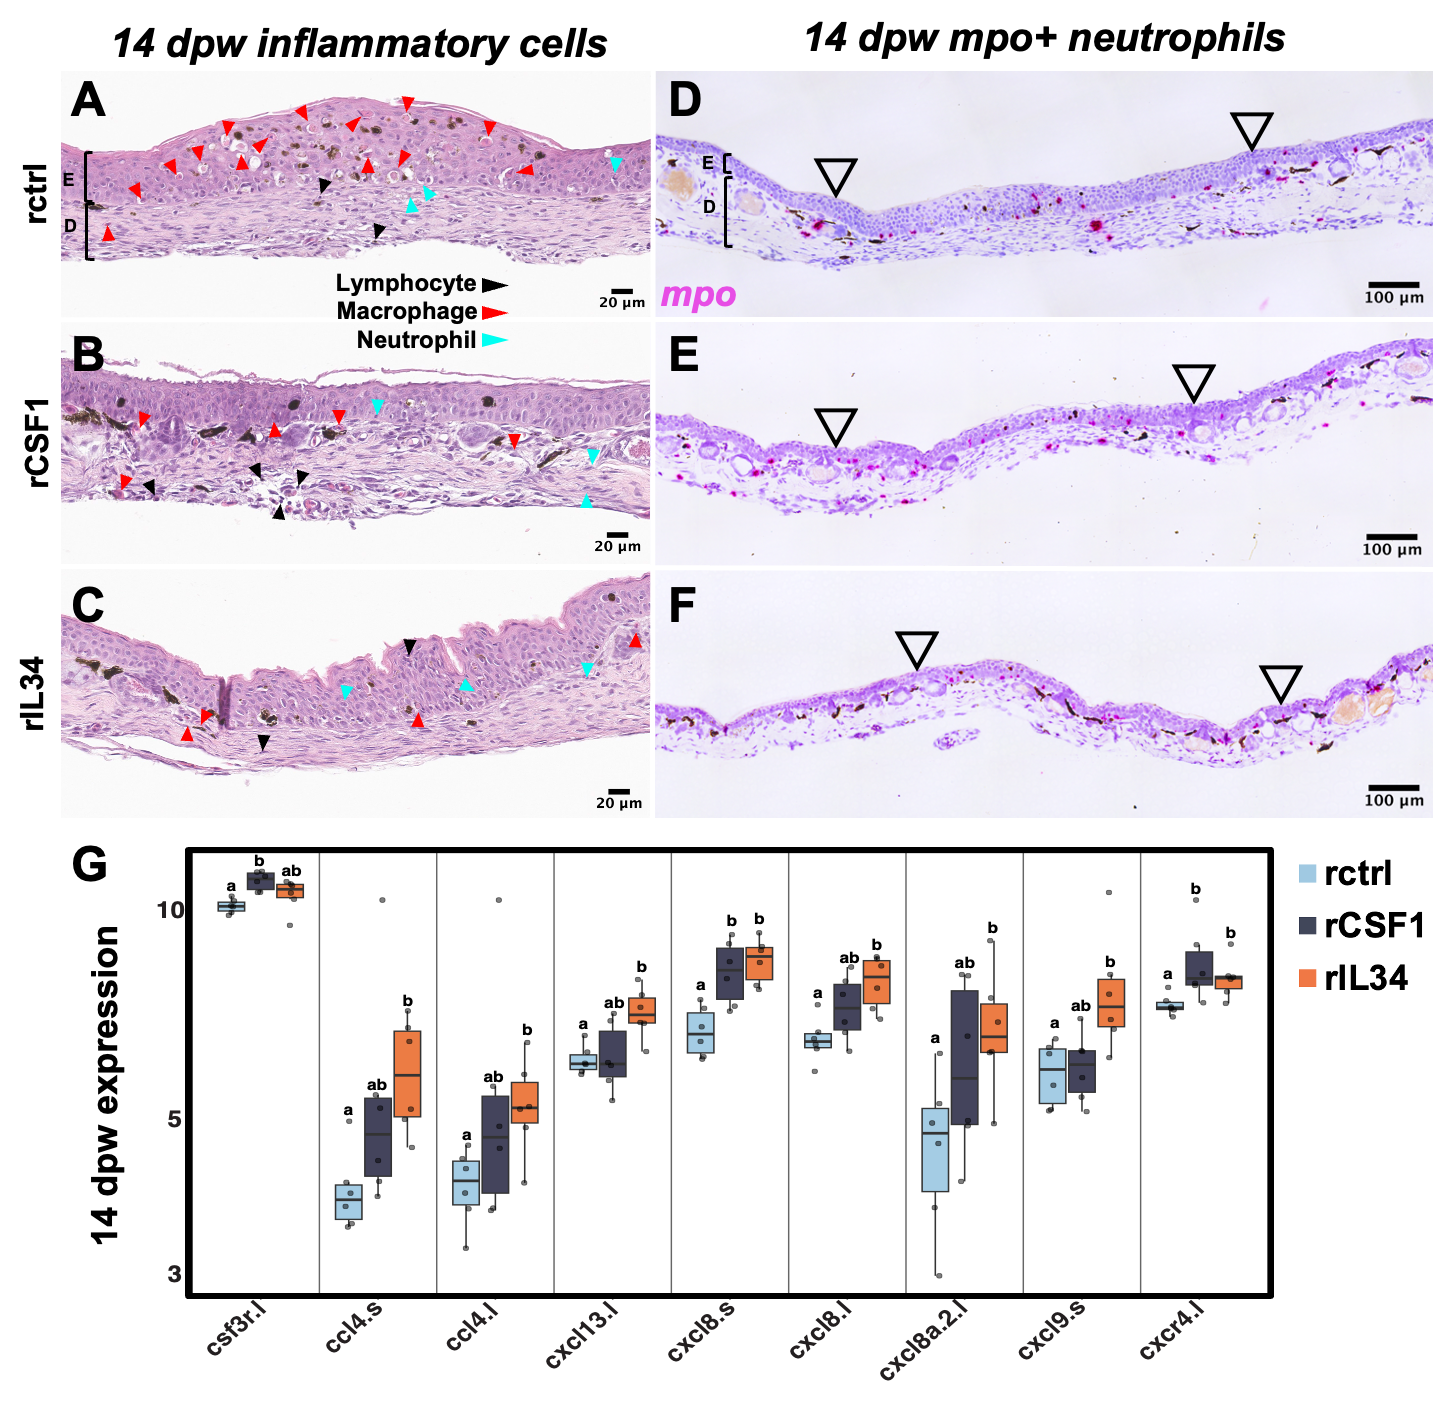
**

**Supplementary Figure 2. Inflammatory cells and neutrophils in** rCSF1- and rIL34-administered wounds **at 14** days post-wound (dpw)**.** (A–C) Histological sections of (A) rctrl-, (B) rCSF1-, and (C) rIL34-administered wounds 14 dpw (cytokines administered 3 dpw). Lymphocytes (green arrows), macrophages (red arrows), and neutrophils (blue arrows) are indicated. (D–F) RNA *in situ* hybridization detecting mpo transcripts (magenta) in (D) rctrl- (E) rCSF1- and (F) rIL34-administered wounds. Open arrowheads mark wound edges. (G) RNA-seq expression analysis of inflammatory response genes at 14 dpw. Boxplots show median, interquartile range, and statistical groupings, letters denote significance; p < 0.05. Contrast and brightness adjusted uniformly across images.

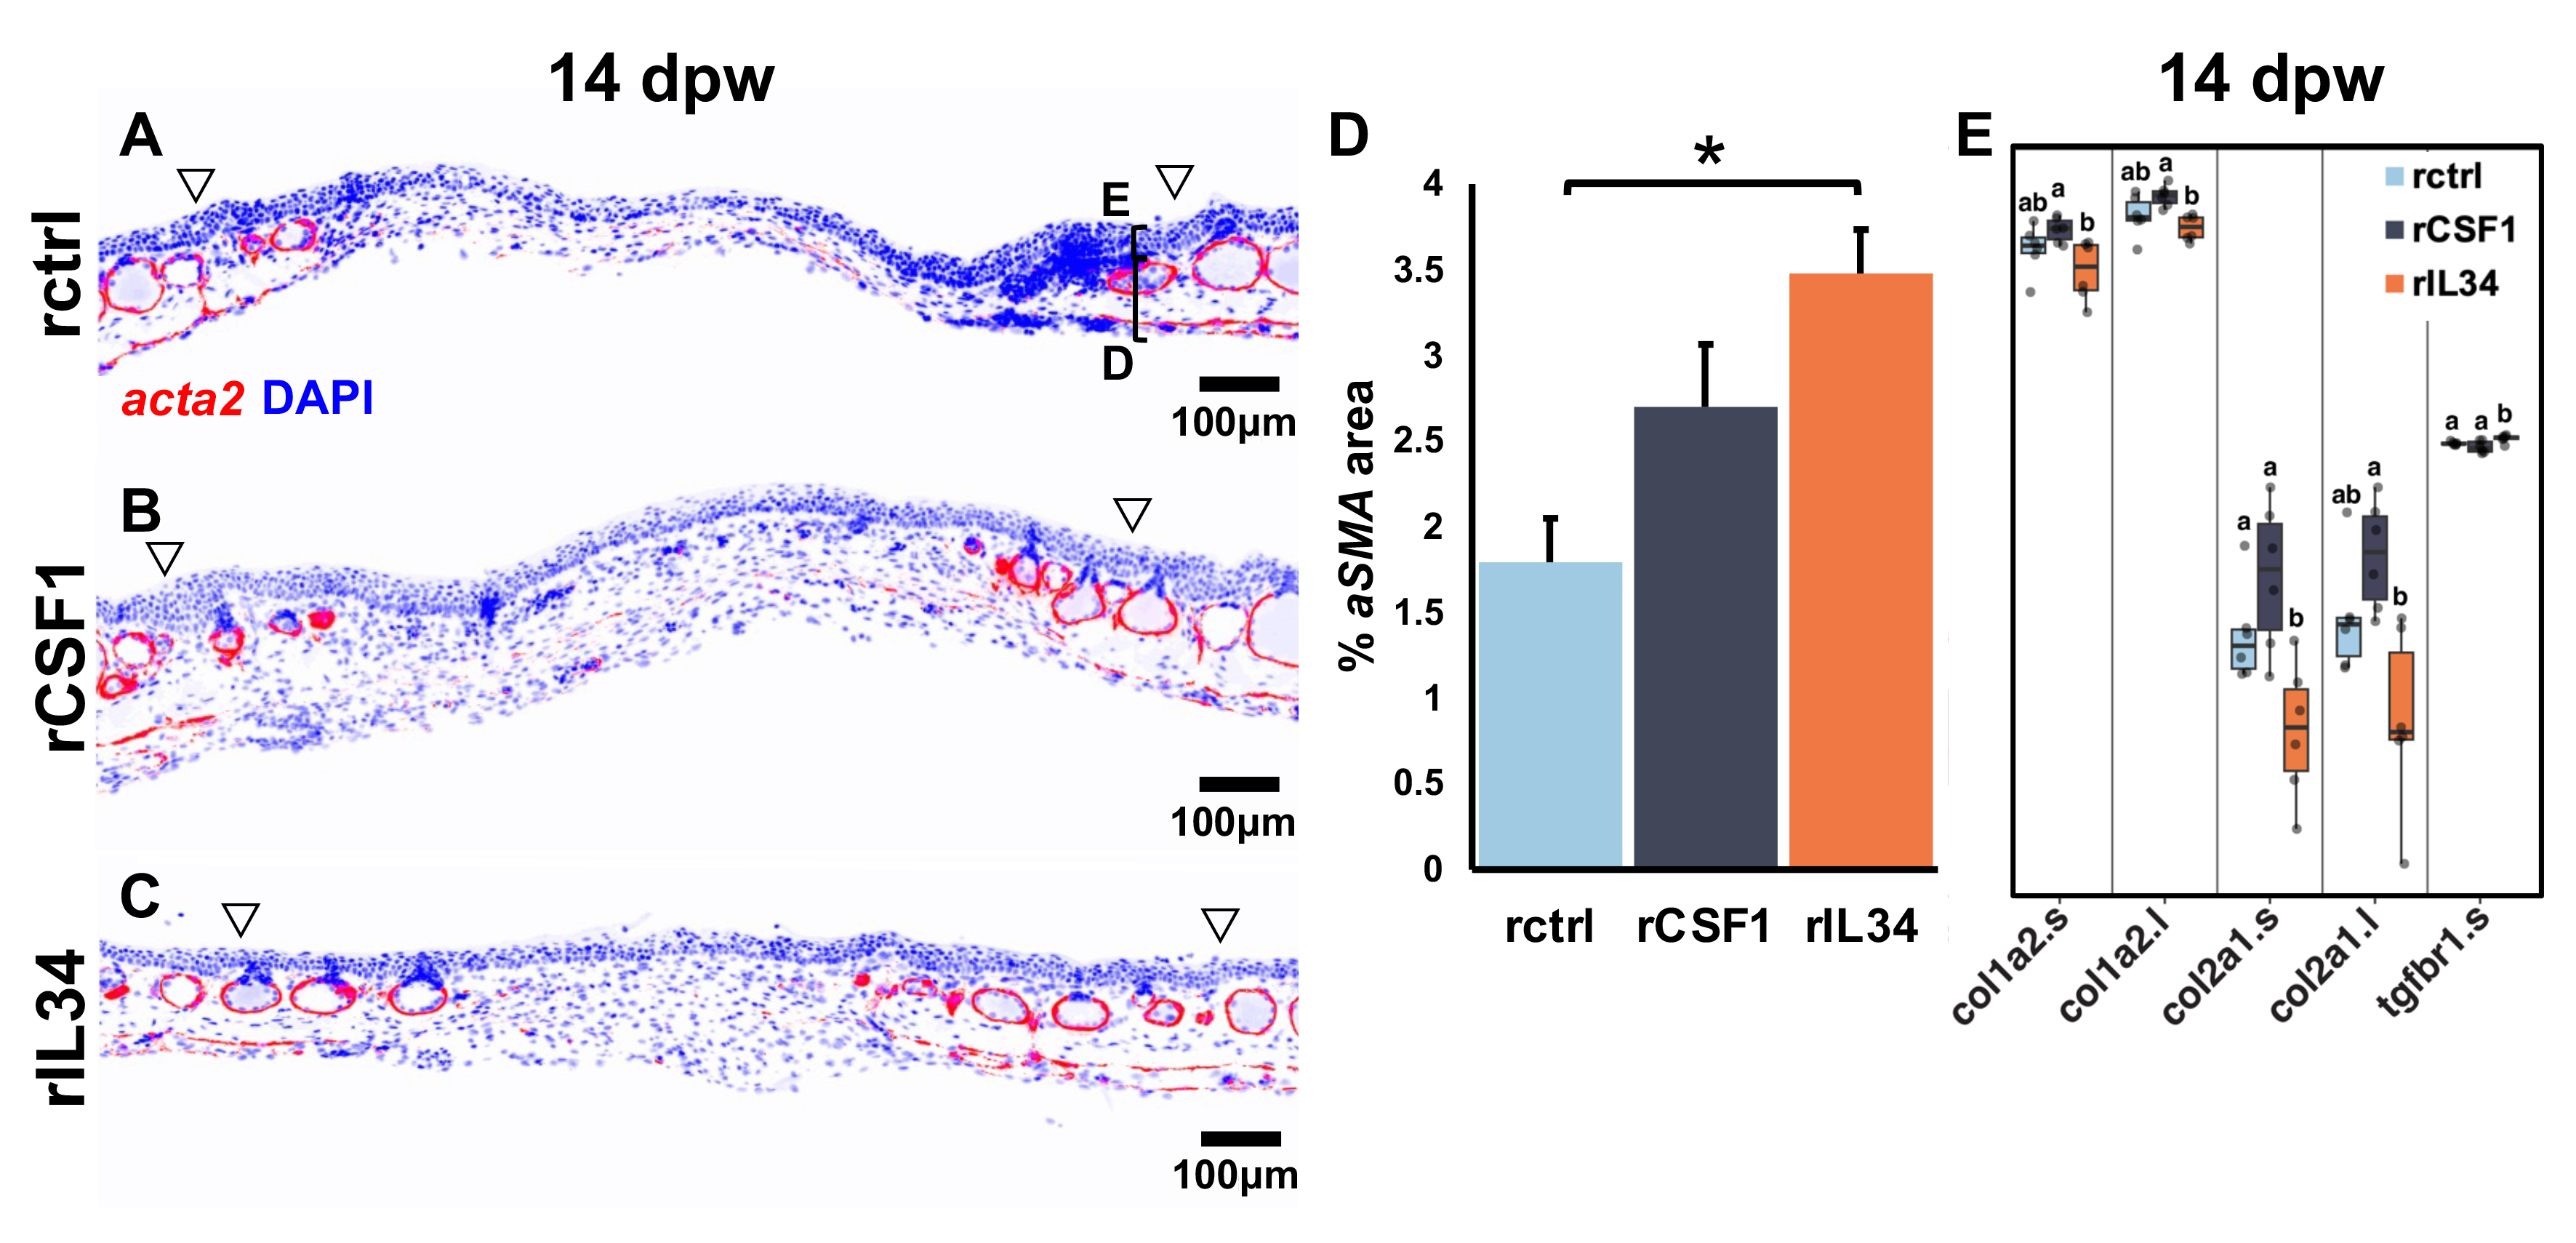

**Supplementary Figure 3. Myofibroblast activation and fibrosis-associated transcripts in** rCSF1- and rIL34-administered wounds at **14 dpw.** (A–C) Immunofluorescence staining of *acta2* (red) and DAPI (blue) in (A) rctrl-, (B) rCSF1- and (C) rIL34-administered wounds at 14 dpw (cytokines administered 3 dpw). Open arrowheads mark wound edges. (D) Quantification of *acta2*⁺ area (% total wound region, excluding gland-adjacent expression). Data represent mean ± SEM (n = 6-7 biological replicates per group). One-way ANOVA with Tukey’s post hoc test; p < 0.05. (E) RNA-seq expression analysis of fibrosis-associated genes at 14 dpw. Boxplots represent median with interquartile range; letters indicate statistically distinct groups (*p < 0.05*, pairwise Wilcox test). Images were created using fluorescent microscopy and inverting the look up tables (LUTs) uniformly in ImageJ.

How the deposited data were processed for this re-analysis (not part of the article)

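RNA was sequenced by the authors from skin wounds of juvenile X. laevis given rctrl, rCSF1 or rIL34 at 3 dpw and taken at 7 or 14 dpw. There are 36 libraries, 6 in each of 6 groups, and each was assigned to its group from its title and treatment label. The count values are read pairs per gene as deposited, with no normalization: the authors trimmed adapters with fastp, aligned the reads with minimap2 to the RefSeq Xenopus_laevis_v10.1 genome, sorted them with SAMtools 1.16.1 and counted pairs with both ends aligned over the exons of each gene with featureCounts 2.1.1. The paper's text names no strand option for this step. The values were checked to be whole numbers.

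The table has 42675 rows. The 1 row with no name and the 417 rows named uc, NA or na name no gene and were left out, which leaves 42257. Of the symbols, 122 stand on more than 1 row (318 rows), and these rows were kept apart. Names were matched to RefSeq symbols for 38754 rows. A gene was tested when it reached 0.5 CPM in at least 10 libraries, the paper's filter, which 28225 did, and 1611 of these are not protein-coding. Total counts per library were 22435798 to 34868292 (median 29370148). The L and S copies of a gene can share reads. Tested on simulated counts with the spread of these libraries, the comparison of rIL34 with rctrl at 7 dpw recovered 61% of genes changed by 1 on the log2 scale and 94% of those changed by 2, and called 4 unchanged genes.

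Counts were scaled by TMM and tested with edgeR 4.0.16 (estimateDisp, glmQLFit and glmQLFTest at their default settings) in R 4.3.3, with 1 model of 6 groups over all 36 libraries. P-values were adjusted by Benjamini-Hochberg over all tested genes, and a gene was called at an adjusted p under 0.05. The comparisons are each cytokine against rctrl at each time, the cytokines against each other at each time, the difference of each cytokine's effect between the times (14 less 7 dpw), and rctrl at 14 against 7 dpw. CPM are TMM-normalized and given as mean ± SD over 6 libraries. For the genes the paper names, an exact two-sided Wilcoxon test was run on log2 of CPM plus 1, where the smallest p that 6 against 6 can give is 0.0022. The collagen ratio is the log2 of the summed CPM of col1a1 and col1a2, L and S copies, over that of col3a1, and it and the shares of counts were compared by exact two-sided permutation of the group labels.

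Gene lists were tested as sets with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01, adjusted over the 26 lists of a comparison, and their members were also adjusted over the list alone. The lists, written before the data were examined from general knowledge of each cell type or pathway, are neutrophil markers, macrophage markers, T and NK cell markers, B and plasma cell markers, mast cell markers, red blood cell markers, skeletal muscle markers, fibroblast and collagen matrix genes, myofibroblast and smooth muscle markers, endothelial markers, epidermal markers, skin gland and ionocyte genes, pigment cell markers, Schwann cell markers, cell cycle genes, inflammatory response genes, IL17, IL18 and IL23 pathway genes, interferon response genes, resolution-associated macrophage genes, matrix metalloproteinases and TIMPs, TGF-beta pathway genes, PDGF and FGF ligands and receptors, complement genes, immediate early and heat shock genes, ribosomal protein genes and mitochondrial-genome genes. Skin expresses many of these genes, and some stand on more than 1 list. Counts of list members called are to be read beside the calls over all 28225 tested genes. At 7 dpw these were 5766 higher and 3982 lower after rCSF1, and 4471 higher and 3159 lower after rIL34. The named genes, by a rule set before the data were examined, are those that the paper names for RNA-seq with both copies, the genes of its in situ probes, collagen stains and IL34 receptors, the 10 largest rises and falls past the test in each cytokine comparison with rctrl among genes with a mean of at least 1 CPM and a symbol that is not automatic, and up to 4 members per list. A gene named outside this rule is said to be chosen after its values were seen.

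The alternatives tried were DESeq2 1.42.0 with its size factors and default settings at an alpha of 0.05, RLE size factors, no filter on low counts, a filter at 5 CPM in 10 libraries, a fit to the compared groups alone or to the 18 libraries of that time, replicate numbers as a block, limma voom with sample quality weights, L and S copies summed, each library left out in turn, camera with an estimated correlation and the fry rotation test. For the genes the paper names they also include the Wilcoxon test and an adjustment over those genes alone, and for the collagen ratio each chain alone. The paper names its genes from these same data, so the adjustment over them alone gives no independent support. These alternatives were set before the data were examined. Leaving out replicates 2 and 5 of rCSF1 at 7 dpw, leaving out replicates 1, 2 and 6 of rCSF1 at 14 dpw, and protein-coding genes alone were chosen after seeing the data. No block was used otherwise, since neither the paper nor the labels say what a shared replicate number stands for. For each count of genes, random regroupings of the libraries of the groups compared were tested in the same way, fitted to those groups alone. The change of each cytokine group against rctrl at 7 dpw was also correlated with the change in rctrl wounds from 7 to 14 dpw, called the course of repair, over the 20 ways of giving 3 of the 6 rctrl libraries of 7 dpw to each side. The imaging, histology and in situ hybridization of the paper were not analysed here.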

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

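The tests of sequencing depth, of epidermis and of the time of day for rCSF1 were chosen after the result was seen, and so were the alternatives that leave out replicates 2 and 5 of rCSF1 at 7 dpw or replicates 1, 2 and 6 of rCSF1 at 14 dpw. A library far from the 5 others of its group was looked for in 540 groups, 180 of library measures and gene lists and 360 of genes the paper names, by the gap to the nearest library over the range of the group. Chance marks about 1 in 20 groups, and 30 were marked, 5.56%, of which 7 are lists and 23 genes. The rule looks for a single library, so it can miss libraries that lie together away from the rest. It marked neither replicates 2 and 5 of rCSF1 at 7 dpw in the inflammatory list nor replicates 1, 2 and 6 of rCSF1 at 14 dpw in the skeletal muscle list.

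For the mean log2 CPM of the lists, the gap as a share of the range was as follows. In rIL34 7 dpw, cell cycle genes in replicate 5, the lowest, at 0.638 and complement genes in replicate 5, the lowest, at 0.680. In rctrl 14 dpw, red blood cell markers in replicate 3, the highest, at 0.737 and cell cycle genes in replicate 4, the highest, at 0.664. In rCSF1 14 dpw, complement genes in replicate 6, the highest, at 0.638. In rIL34 14 dpw, macrophage markers in replicate 2, the lowest, at 0.729 and skin gland and ionocyte genes in replicate 4, the lowest, at 0.783. For the log2 CPM of single genes it was, in rCSF1 14 dpw, *mmp14.L* in replicate 1, the highest, at 0.678, *tgfbr2.S* in replicate 3, the lowest, at 0.653, *mmp24.S* in replicate 6, the highest, at 0.691, *pdgfa.S* in replicate 3, the lowest, at 0.683 and *MMP25* in replicate 3, the lowest, at 0.736. In rIL34 14 dpw, *pdgfc.S* in replicate 4, the highest, at 0.677, *Ccl4* in replicate 5, the highest, at 0.657, *tgfbr1.S* in replicate 2, the lowest, at 0.636 and *mmp9.2.L* in replicate 4, the highest, at 0.630. In rIL34 7 dpw, *csf3r.L* in replicate 6, the highest, at 0.7096, *il1b.S* in replicate 3, the highest, at 0.660, *edn1.S* in replicate 6, the highest, at 0.661, *mmp9.2.L* in replicate 4, the highest, at 0.679 and *mmp24.S* in replicate 4, the lowest, at 0.687. In rctrl 14 dpw, *col2a1.L* in replicate 4, the highest, at 0.712, *col2a1.S* in replicate 4, the highest, at 0.670, *fgf9.S* in replicate 4, the lowest, at 0.727, *mmp1.S* in replicate 2, the highest, at 0.664, *tgfbi.L* in replicate 1, the lowest, at 0.776, *tgfbr1.S* in replicate 4, the highest, at 0.754 and *edn1.S* in replicate 6, the lowest, at 0.752. In rctrl 7 dpw, *mmp1.L* in replicate 3, the lowest, at 0.635. In rCSF1 7 dpw, *Ccl4* in replicate 6, the lowest, at 0.633.

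Effects that differed between the times were looked for with the test of the difference itself, 14 less 7 dpw. For rCSF1, 4531 genes passed (edgeR), and 571 passed without rCSF1 7 dpw replicates 2 and 5 and 69 without rCSF1 14 dpw replicates 1, 2 and 6. Among the genes the paper names, the difference on the log2 scale was upward for *pdgfra.L* 1.23 (adjusted p = 0.046), *cxcl13.L* 2.11 (adjusted p = 0.039), *pdgfc.S* 1.46 (adjusted p = 0.032), *cxcl13.S* 4.72 (adjusted p = 0.017), *fgf9.S* 1.55 (adjusted p = 0.025), *tnf.S* 1.00 (adjusted p = 0.033) and *MMP25* 1.69 (adjusted p = 0.043), and downward for *mmp28.L* -1.34 (adjusted p = 0.0040), *il1b.L* -3.42 (adjusted p = 0.017), *il17re.S* -1.78 (adjusted p = 0.016), *edn1.L* -3.27 (adjusted p = 0.0034) and *mmp9.2.L* -3.16 (adjusted p = 0.043). Of these, *mmp28.L* and *edn1.L* also passed without the first pair of replicates, and none passed without the other 3, where *mmp28.L* and *edn1.L* were at -1.28 (adjusted p = 0.0501) and -2.91 (adjusted p = 0.0501). Single libraries ended some of these calls. *pdgfra.L* no longer passed without any library other than rctrl 7 dpw replicates 1 and 2, rCSF1 7 dpw replicates 1, 3 and 4, rctrl 14 dpw replicates 2 and 3 and rCSF1 14 dpw replicate 4 (1.08 to 1.27, adjusted p = 0.051 to 0.091). *cxcl13.L* no longer passed without any library other than rctrl 7 dpw replicates 1, 2, 3, 4 and 5, rCSF1 7 dpw replicates 1, 3 and 4, rctrl 14 dpw replicate 4 and rCSF1 14 dpw replicates 1, 2, 3 and 5 (1.45 to 2.14, adjusted p = 0.0504 to 0.13). *pdgfc.S* no longer passed without rctrl 7 dpw replicate 4, rCSF1 7 dpw replicates 2 or 5, rctrl 14 dpw replicate 2 or rCSF1 14 dpw replicate 6 (1.02 to 1.40, adjusted p = 0.051 to 0.098). *cxcl13.S* no longer passed without rCSF1 14 dpw replicate 6 (4.05, adjusted p = 0.052). *fgf9.S* no longer passed without rCSF1 14 dpw replicate 6 (0.99, adjusted p = 0.080). *il1b.L* no longer passed without rCSF1 7 dpw replicate 2 (-2.53, adjusted p = 0.067). *il17re.S* no longer passed without rCSF1 7 dpw replicate 2 (-1.24, adjusted p = 0.066). *tnf.S* no longer passed without rctrl 7 dpw replicate 3, rCSF1 7 dpw replicates 5 or 6, rctrl 14 dpw replicates 4 or 6 or rCSF1 14 dpw replicate 2 (0.86 to 0.94, adjusted p = 0.051 to 0.067). *mmp9.2.L* no longer passed without any library other than rctrl 7 dpw replicates 1 and 4, rCSF1 7 dpw replicates 1, 3, 4 and 6, rctrl 14 dpw replicates 1, 3 and 5 and rCSF1 14 dpw replicates 3 and 4 (-3.21 to -2.17, adjusted p = 0.051 to 0.17). *MMP25* no longer passed without any library other than rctrl 7 dpw replicates 1, 2 and 3, rCSF1 7 dpw replicates 1, 3 and 4, rctrl 14 dpw replicate 2 and rCSF1 14 dpw replicates 3 and 4 (1.53 to 1.72, adjusted p = 0.052 to 0.085). The lists whose rCSF1 effect moved upward by camera, with the median log2 difference, are neutrophil markers 0.49 (adjusted p = 0.018), macrophage markers 0.84 (adjusted p = 2.1e-05), T and NK cell markers 1.50 (adjusted p = 3.5e-08), B and plasma cell markers 1.23 (adjusted p = 0.0019), skeletal muscle markers 7.93 (adjusted p = 4.0e-13), fibroblast and collagen matrix genes 0.79 (adjusted p = 1.8e-07), endothelial markers 0.63 (adjusted p = 0.0032), cell cycle genes 0.81 (adjusted p = 1.5e-09), interferon response genes 0.50 (adjusted p = 0.019), complement genes 0.88 (adjusted p = 0.019) and ribosomal protein genes 0.58 (adjusted p = 2.0e-17), and those that moved downward are red blood cell markers -0.10 (adjusted p = 0.049) and epidermal markers -1.23 (adjusted p = 1.3e-11). With an estimated correlation the adjusted p-values of these lists ran from 0.45 to 0.71. The direction of the red blood cell markers is not settled, with 0.39 under the replicate block, 0.21 under voom and 0.99 without rctrl 14 dpw replicate 3.

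For rIL34, 5205 genes passed the test of the difference between the times. Among the genes the paper names it was upward for *cxcl8.L* 2.79 (adjusted p = 0.017), *cxcl13.L* 2.94 (adjusted p = 0.0037), *pdgfc.S* 1.49 (adjusted p = 0.023), *cxcl8.S* 2.87 (adjusted p = 0.0047), *cxcl9.S* 5.13 (adjusted p = 3.7e-04), *cxcl13.S* 5.74 (adjusted p = 0.0019), *ccl4.L* 3.46 (adjusted p = 0.0036), *CCL4* 3.99 (adjusted p = 0.0028), *Ccl4* 3.24 (adjusted p = 0.018), *il18rap.L* 1.71 (adjusted p = 0.0013), *Ccl4* 2.07 (adjusted p = 0.033), *tnf.S* 1.24 (adjusted p = 0.0066), *pdgfa.L* 0.69 (adjusted p = 0.048) and *MMP25* 1.66 (adjusted p = 0.041), where Ccl4 stands on a pair of rows, and downward for *sparc.S* -1.38 (adjusted p = 0.0032), *il17re.S* -1.42 (adjusted p = 0.041) and *col1a1.S* -1.48 (adjusted p = 0.0497). Single libraries ended some of these calls as well. *pdgfc.S* no longer passed without rIL34 14 dpw replicate 4 (1.19, adjusted p = 0.064). *il17re.S* no longer passed without any library other than rctrl 7 dpw replicates 1 and 2, rIL34 7 dpw replicates 1, 3, 4 and 5, rctrl 14 dpw replicates 2 and 3 and rIL34 14 dpw replicates 1, 3 and 4 (-1.43 to -1.25, adjusted p = 0.051 to 0.080). *pdgfa.L* no longer passed without any library other than rctrl 7 dpw replicate 1, rIL34 7 dpw replicates 1, 2 and 3, rctrl 14 dpw replicates 1 and 3 and rIL34 14 dpw replicates 4 and 5 (0.58 to 0.73, adjusted p = 0.0504 to 0.097). *col1a1.S* no longer passed without any library other than rIL34 7 dpw replicates 1 and 3, rctrl 14 dpw replicate 5 and rIL34 14 dpw replicates 2 and 3 (-1.54 to -1.27, adjusted p = 0.053 to 0.10). *MMP25* no longer passed without any library other than rctrl 7 dpw replicates 1, 2 and 3, rIL34 7 dpw replicates 1, 3 and 4, rctrl 14 dpw replicate 2 and rIL34 14 dpw replicates 1, 2 and 4 (1.20 to 1.69, adjusted p = 0.051 to 0.13). The lists that moved upward are neutrophil markers 0.67 (adjusted p = 0.033), T and NK cell markers 1.78 (adjusted p = 1.8e-09), B and plasma cell markers 2.52 (adjusted p = 2.0e-06), red blood cell markers 0.54 (adjusted p = 0.033), inflammatory response genes 1.18 (adjusted p = 3.1e-07) and ribosomal protein genes 0.95 (adjusted p = 6.2e-26), and those that moved downward are myofibroblast and smooth muscle markers -1.09 (adjusted p = 0.033), epidermal markers -1.14 (adjusted p = 3.6e-10) and cell cycle genes -0.86 (adjusted p = 1.0e-05). With an estimated correlation their adjusted p-values ran from 0.37 to 0.79.

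Signals outside the genes the paper discusses were looked for in the gene lists against rctrl wounds. After rCSF1 at 7 dpw, epidermal markers had a median log2 fold change of 1.13 with 22 of 33 higher, cell cycle genes one of -0.81 with 26 of 32 lower (27 when adjusted over the list alone; camera, adjusted p = 9.5e-11, and adjusted p = 0.81 with an estimated correlation), and ribosomal protein genes one of -0.56 with 75 of 122 lower (84 when adjusted over the list alone; camera, adjusted p = 4.9e-17, and adjusted p = 0.81 with an estimated correlation). After rIL34 at 7 dpw, epidermal markers had a median of 0.95 with 25 higher, and ribosomal protein genes one of -0.60 with 70 lower and 3 higher (camera, adjusted p = 1.1e-16, and adjusted p = 0.91 with an estimated correlation), while cell cycle genes were at a median of 0.28, with 4 higher and 1 lower. After rCSF1, 7 cell cycle and 26 ribosomal protein genes were lower without its replicates 2 and 5. After rCSF1 at 14 dpw, skeletal muscle markers had a median of 7.73, with 27 of 32 higher.

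The first pattern is that 2 rCSF1 wounds at 7 dpw, replicates 2 and 5, carry much of the inflammatory signal of their group. A lower sequencing depth is excluded as the cause, since their total counts, 32997060 and 29805875, lie within the 22435798 to 34868292 of the other libraries. A larger share of epidermis in these biopsies may explain part of it. The 90th percentile of the inflammatory genes' log2 deviation from the other rCSF1 libraries, 2.85, lies narrowly below the largest epidermal one, 2.87. The medians of the inflammatory and epidermal lists are 0.42 and 0.85. However, 5 of the 46 inflammatory genes, chosen after their values were seen, deviate by more: *csf3.L* (6.02), *IRAK3* (4.49), *il1b.L* (4.19), *cxcl8.L* (3.38) and *il1b.S* (2.98). The rule leaves these 5 out of account and does not explain them. Other lists differed as well, by the mean log2 CPM of these 2 libraries less that of the other rCSF1 libraries. Fibroblast and collagen matrix genes were at -1.70, macrophage markers at -1.25, endothelial markers at -1.12 and red blood cell markers at -2.22. Immediate early and heat shock genes were at 0.75 and interferon response genes at 0.41. The 2 libraries thus differ in more than their inflammatory and epidermal genes. A stronger response to rCSF1 in these animals, or inflamed epidermis, stays open and was not tested.

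The second pattern is the rise of skeletal muscle genes after rCSF1 at 14 dpw. Without the 3 libraries with the most muscle transcripts 4 of 242 higher calls were left, and the median log2 fold change of the 242 went from 3.09 to 0.60. The 3 were picked by genes that are among these calls, and 9 libraries in place of 12 lower the number of calls, so these values do not decide the cause. Transcripts of acta1, mylpf and ckm took 0.00305% to 0.00476% of the counts in the other 3 rCSF1 libraries, above the 0.000162% to 0.00253% of the rctrl libraries. In the rIL34 libraries of 14 dpw they took 0.00016% to 0.0303%, replicate 1 being the highest, so such levels also occurred without rCSF1. Muscle tissue in some biopsies and muscle genes raised by rCSF1 in part of the animals both stay open.

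The third pattern is that both cytokine groups differ from rctrl at 7 dpw in part in the same direction. Their log2 fold changes correlated at 0.63, and with separate rctrl libraries for each cytokine at 0.40 to 0.52 over 20 splits. Simulated unchanged groups that share the rctrl libraries reached at most 0.12, but they understate what sharing adds and are no measure for the 0.63. Their mean covariance was 0.0066, while separate rctrl libraries took the observed covariance from 0.263 to a mean of 0.215. Reads of ribosomal RNA and other non-coding genes were not decided on: 7456 genes passed for rIL34 with protein-coding genes alone, but the 1611 genes left out are too few to halve the 7630 calls with all genes. A different time of day of sampling stays open for rIL34. There 22 clock genes had a mean size of log2 fold change of 0.71 against 0.45 in random lists, and a share of 0.0026 of these reached it. Of the 22, 8 passed edgeR's test after rIL34, beside 7630 of all 28225 genes. The mean size ignores direction, and after rIL34 at 14 dpw the share was 0.0028 with 0 of the 22 past the test. A small share therefore does not decide on time of day. The 22 leave out *nr1d1*, *per3* and *nfil3*, among them *nr1d1.L* at 2.30 and *per3.L* at -2.48 after rIL34. The rctrl libraries of 7 dpw varied widely in *per3.L*, at 223 ± 290 CPM (SD), and *per3.S* was at 0.08 after rIL34. For rCSF1 their mean size was 0.51 against 0.55 in random lists, and a share of 0.5996 of these reached it. Of the 22, 4 passed the test (*arntl.L* 1.44, *cry2.L* 0.89, *bhlhe40.L* 1.05 and *arntl.S* 1.71, chosen after their values were seen), beside 9748 of all 28225 genes. Time of day was to be dropped for rCSF1 only if none of the 22 passed, so it stays open, without support from these values. An untested action of both cytokines through a shared receptor stays open as well.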

How the results depend on the processing

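The tests that leave out rCSF1 7 dpw replicates 2 and 5 or rCSF1 14 dpw replicates 1, 2 and 6, and those with protein-coding genes alone, were chosen after seeing the data. Over the genes the paper names, 5348 of 5787 values under the other alternatives were counted as unchanged (92.4%), 210 no longer passed, 227 newly passed and 2 were counted as reversed. With each library left out in turn these were 7480 of 7920 (94.4%), 363, 77 and 0. For the gene lists they were 2268 of 2496 (90.9%), 194, 32 and 2, and 3245 of 3432 (94.6%), 115, 62 and 10. Values counted as unchanged include those that passed neither in the main fit nor under the alternative, some of them with a changed sign. These shares are therefore not the share of calls that held. Leaving out 1 library, metalloproteinases after rCSF1 at 7 dpw went from 0.06 to as low as -0.16, and inflammatory genes from 0.09 to -0.06. At the depth and spread of these libraries the simulated comparison found 61% of changes of 1 on the log2 scale, so smaller changes can be missed. The fit to the 18 libraries of that time was not run for comparisons between times, nor the filter at 5 CPM for genes under it. Except where fewer genes or libraries were tested, the cause of the shifts below was not tested.

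The counts of genes were 9748 for rCSF1 at 7 dpw, 269 for rCSF1 at 14 dpw, 7630 for rIL34 at 7 dpw, 14 for rIL34 at 14 dpw, 4910 for the cytokines at 7 dpw, 349 for the cytokines at 14 dpw, 4531 for the rCSF1 difference between times, 5205 for the rIL34 difference between times and 13906 for rctrl between times, and those beyond 1.5 times these follow. With a fit to the compared groups alone, they were 5096 for rCSF1 at 7 dpw, 8 for rCSF1 at 14 dpw, 0 for rIL34 at 14 dpw, 5 for the cytokines at 7 dpw, 2 for the cytokines at 14 dpw and 2788 for the rCSF1 difference between times. For rIL34 at 14 dpw this count of 0 (edgeR) stands beside 184 in DESeq2, 131 in voom and 2252 genes at an unadjusted p under 0.05 over all libraries. With the 18 libraries of that time they were 4691 for rIL34 at 7 dpw, 186 for rIL34 at 14 dpw, 1421 for the cytokines at 7 dpw and 677 for the cytokines at 14 dpw. With the replicate block they were 69 for rCSF1 at 14 dpw, 0 for rIL34 at 14 dpw and 163 for the cytokines at 14 dpw. DESeq2 called 541 for rCSF1 at 14 dpw, 184 for rIL34 at 14 dpw and 768 for the cytokines at 14 dpw, and voom 6253 for rCSF1 at 7 dpw, 91 for rCSF1 at 14 dpw, 131 for rIL34 at 14 dpw, 2086 for the cytokines at 7 dpw, 797 for the cytokines at 14 dpw, 2421 for the rCSF1 difference between times and 7955 for the rIL34 difference between times, where the share of higher genes for rCSF1 at 14 dpw was 61.5% in place of 90.0%. The filter at 5 CPM, with 19286 genes tested, gave 66 for rCSF1 at 14 dpw. Without rCSF1 7 dpw replicates 2 and 5 they were 3626 for rCSF1 at 7 dpw, 1754 for the cytokines at 7 dpw and 571 for the rCSF1 difference between times, and without rCSF1 14 dpw replicates 1, 2 and 6 4 for rCSF1 at 14 dpw, 0 for the cytokines at 14 dpw and 69 for the rCSF1 difference between times, where fewer samples lower the count.

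With 1 library left out, the counts ran from 6986 to 11732 for rCSF1 at 7 dpw, from 83 to 362 for rCSF1 at 14 dpw, from 6437 to 7658 for rIL34 at 7 dpw, from 0 to 42 for rIL34 at 14 dpw, from 2819 to 6615 for the cytokines at 7 dpw, from 44 to 480 for the cytokines at 14 dpw, from 2067 to 7236 for the rCSF1 difference between times, from 4386 to 5452 for the rIL34 difference between times and from 12858 to 13502 for rctrl between times. Libraries that moved a count beyond 1.5 times follow. For rCSF1 at 14 dpw, rctrl replicate 5 (163) and rCSF1 replicate 6 (83). For rIL34 at 14 dpw, rctrl replicate 1 (7), replicate 2 (5), replicate 3 (5), replicate 4 (1), replicate 5 (4) and replicate 6 (5) and rIL34 replicate 1 (42), replicate 3 (23), replicate 4 (5), replicate 5 (0) and replicate 6 (6). For the cytokines at 7 dpw, rCSF1 replicate 2 (2860) and replicate 5 (2819). For the cytokines at 14 dpw, rCSF1 replicate 1 (232) and replicate 6 (44) and rIL34 replicate 2 (159), replicate 5 (127) and replicate 6 (156). For the rCSF1 difference between times, rCSF1 7 dpw replicate 1 (7236), replicate 2 (2067) and replicate 5 (2436).

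These lists passed camera and did not under an alternative. Fibroblast and collagen genes after rCSF1 at 7 dpw at -0.46 with an estimated correlation and by fry (adjusted p = 0.075 to 0.81), -0.25 with voom (adjusted p = 0.061) and -0.15 without rCSF1 7 dpw replicates 2 and 5 (adjusted p = 0.69), over alternatives with p from 2.2e-05 to 0.81. Fibroblast and collagen genes after rCSF1 at 14 dpw at 0.28 with an estimated correlation and by fry (adjusted p = 0.56 to 0.69) and 0.10 without rCSF1 14 dpw replicates 1, 2 and 6 (adjusted p = 0.073), over alternatives with p from 3.2e-06 to 0.69. Inflammatory genes after rCSF1 at 14 dpw at 0.36 with an estimated correlation and by fry (adjusted p = 0.13 to 0.28), over alternatives with p from 1.0e-07 to 0.28. Metalloproteinases after rCSF1 at 14 dpw at 0.32 with an estimated correlation and by fry (adjusted p = 0.13 to 0.28) and 0.18 without rCSF1 14 dpw replicates 1, 2 and 6 (adjusted p = 0.17), over alternatives with p from 0.0012 to 0.28. Inflammatory genes after rIL34 at 7 dpw at -0.53 with an estimated correlation and by fry (adjusted p = 0.089 to 0.91) and -0.50 with the filter at 5 CPM (adjusted p = 0.15), over alternatives with p from 0.0013 to 0.91. Fibroblast and collagen genes after rIL34 at 14 dpw at -0.096 with an estimated correlation and by fry (adjusted p = 0.71 to 0.75), -0.0948 with the filter at 5 CPM (adjusted p = 0.095), -0.10 with the compared groups alone (adjusted p = 0.053) and -0.11 with L and S copies summed (adjusted p = 0.26), over alternatives with p from 7.0e-04 to 0.75. Metalloproteinases after rIL34 at 14 dpw at 0.18 with an estimated correlation and by fry (adjusted p = 0.12 to 0.18), over alternatives with p from 1.0e-04 to 0.18. Leaving out 1 library, the medians ran from -0.61 to -0.30 for fibroblast and collagen genes after rCSF1 at 7 dpw, from -0.0575 to 0.22 for inflammatory genes after rCSF1 at 7 dpw, from -0.16 to 0.16 for metalloproteinases after rCSF1 at 7 dpw, from 0.19 to 0.35 for fibroblast and collagen genes after rCSF1 at 14 dpw, from 0.32 to 0.44 for inflammatory genes after rCSF1 at 14 dpw, from 0.25 to 0.43 for metalloproteinases after rCSF1 at 14 dpw, from -0.0486 to 0.31 for fibroblast and collagen genes after rIL34 at 7 dpw, from -0.74 to -0.46 for inflammatory genes after rIL34 at 7 dpw, from 0.0402 to 0.27 for metalloproteinases after rIL34 at 7 dpw, from -0.20 to 0.0104 for fibroblast and collagen genes after rIL34 at 14 dpw, from 0.55 to 0.70 for inflammatory genes after rIL34 at 14 dpw and from 0.0801 to 0.27 for metalloproteinases after rIL34 at 14 dpw. The call ended for metalloproteinases after rCSF1 at 14 dpw without rctrl replicates 4 or 5 (0.31 and 0.28) and for fibroblast and collagen genes after rIL34 at 14 dpw without rctrl replicate 2 (-0.06), 3 (0.0104) or 6 (-0.10) or rIL34 replicate 1 (-0.05) or 6 (-0.07).

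The log2 collagen ratio differed between rCSF1 and rIL34 at 7 dpw with col1a2 alone, at -0.41 (exact permutation p = 0.048, against 0.082 with both chains and 0.028 to 0.16 over the alternatives). With 1 library left out it ran from 0.28 to 0.49 for rCSF1 against rctrl at 7 dpw, from -0.20 to -0.00737 for rCSF1 against rctrl at 14 dpw, from 0.72 to 0.91 for rIL34 against rctrl at 7 dpw, from -0.47 to -0.16 for rIL34 against rctrl at 14 dpw, from -0.54 to -0.33 for rCSF1 against rIL34 at 7 dpw, from 0.0787 to 0.38 for rCSF1 against rIL34 at 14 dpw and from 1.59 to 1.79 for rctrl at 14 against 7 dpw. It newly passed for rCSF1 against rctrl at 7 dpw without rCSF1 replicate 2 (0.49) and between the cytokines without rCSF1 replicate 4 (-0.51) or 6 (-0.54) or rIL34 replicate 3 (-0.52). The correlation with the course of repair, 0.13 for rCSF1 and 0.34 for rIL34 at 7 dpw, ran over the splits of the rctrl libraries from 0.0562 to 0.205 and from 0.248 to 0.435, and was 0.229 and 0.510 over the genes past the test between the rctrl times.

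Direction was counted as changed in the following log2 values, beside the medians above that changed sign without passing. With L and S copies summed, where the sum follows the other copy: *mmp28.S* 0.54, *ednrb.S* 0.87 and *cdh5.S* 2.33 for rCSF1 against rctrl at 7 dpw; *il34.L* -0.73 for rctrl at 14 against 7 dpw. With voom: *mmp9.2.L* -0.16 for rCSF1 against rIL34 at 7 dpw; red blood cell markers 0.21 for rCSF1 effect at 14 less 7 dpw. With the replicate block: red blood cell markers 0.39 for rCSF1 effect at 14 less 7 dpw. Without rCSF1 7 dpw replicates 2 and 5: *cdh1.S* -0.0461, *mmp9.2.L* -0.42, neutrophil markers 0.33, red blood cell markers 0.35, epidermal markers -0.15, IL17, IL18 and IL23 pathway genes -0.0558 and immediate early and heat shock genes -0.24 for rCSF1 against rIL34 at 7 dpw. Without rCSF1 14 dpw replicates 1, 2 and 6: *tpm2.S* -0.0274, *tpm1.L* -0.26 and skeletal muscle markers -0.0489 for rCSF1 against rIL34 at 14 dpw; *tpm2.S* -0.0729 and red blood cell markers 0.00896 for rCSF1 effect at 14 less 7 dpw. Leaving out 1 library, ribosomal protein genes between the cytokines at 7 dpw ran from -0.21 to 0.14 and were at -0.21 without rCSF1 replicate 1 and -0.0959 without rIL34 replicate 5, and red blood cell markers in the rCSF1 difference between times ran from -0.27 to 0.99 and were at 0.0333 without rctrl 7 dpw replicate 6, 0.13 without rCSF1 7 dpw replicate 1, 0.29 without rCSF1 7 dpw replicate 3, 0.0175 without rCSF1 7 dpw replicate 6, 0.99 without rctrl 14 dpw replicate 3, 0.0343 without rCSF1 14 dpw replicate 2 and 0.0317 without rCSF1 14 dpw replicate 3.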

Differences from the paper's values

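The paper states 30 M as the least number of reads per sample, and the lowest total count here is 22.4 M, which counts assigned pairs and is another measure. For several genes after rIL34 at 7 dpw, among them *il1b*, *il17ra*, *csf3r*, *cxcl8*, *edn1* and *ccn2*, the paper names no comparison group. With these read as against rctrl, it gives the direction of a gene 58 times, counting copies apart. Of these, 51 had the same direction here, 24 passed edgeR's test over all genes in that direction, 29 did in DESeq2 and 41 by the unadjusted exact Wilcoxon test, and 2 passed in the opposite direction. At 7 dpw the counts are 41, 34, 23, 24, 28 and 2, and at 14 dpw 17, 17, 1, 5, 13 and 0. The paper compares boxplots by a pairwise Wilcoxon test and states a DESeq2 threshold for its gene lists, so the thresholds differ. The Wilcoxon test stands below for the unadjusted p and for Holm's adjustment over the 3 pairs of groups, which gave the same calls except for *mmp25.L* at 14 dpw. The genes *cxcl8a.2*, *il18.2*, *il23r*, *il17re.L* and *ccl4.S* were not analysed here under these names.

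For rIL34 at 7 dpw the paper reports lower interleukin-1 beta, receptors of interleukin-17 and a neutrophil receptor. Here the log2 fold changes are *il1b.L* 0.15 (adjusted p = 0.89), *il1b.S* 0.12 (adjusted p = 0.90), *il17ra.S* 0.70 (adjusted p = 0.037), *IL17RA* 1.07 (adjusted p = 0.012) and *csf3r.L* 0.46 (adjusted p = 0.11), and none of the alternatives brings them past the test in the paper's direction. It also reports lower *cxcl8*, with *cxcl8.L* -1.28 (adjusted p = 0.093) and *cxcl8.S* -0.99 (adjusted p = 0.13) here, where *cxcl8.L* passed with voom at -1.12 (adjusted p = 0.047) and without rIL34 replicate 3 at -1.68 (adjusted p = 0.036), and *cxcl8.S* under none. *tnf.L*, *il18rap.L* and *ccl4.L* fell here as the paper states.

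In the matrix genes, the paper reports higher *col1a2*, *tgfbi* and *tgfbr2.S* after rIL34 at 7 dpw, and here they are *col1a2.L* 0.80 (adjusted p = 0.076), *col1a2.S* 0.67 (adjusted p = 0.24), *tgfbi.L* 0.85 (adjusted p = 0.25) and *tgfbr2.S* -0.16 (adjusted p = 0.56). *col1a2.L* passed with a fit to the compared groups alone, with voom and by the Wilcoxon test, *col1a2.S* by the Wilcoxon test, and the others under none. The paper's Discussion also names *tgfbr2l.S* as higher, and it rose here with 1.22 (adjusted p = 0.017), but not past the test with a fit to the compared groups alone (1.22, adjusted p = 0.085), the 18 libraries of that time (1.22, adjusted p = 0.089) or the Wilcoxon test, nor without rctrl replicate 5 (1.00, adjusted p = 0.058) or rIL34 replicate 1 (0.90, adjusted p = 0.075). It reports lower *pdgfrb.S*, *ccn2* and *edn1.L*, and here they are *pdgfrb.S* -0.70 (adjusted p = 0.053), *ccn2.L* -0.19 (adjusted p = 0.72) and *edn1.L* 0.21 (adjusted p = 0.76). *pdgfrb.S* passed with RLE size factors, a filter at 5 CPM, DESeq2, voom, L and S copies summed, the Wilcoxon test, adjusted over the paper's genes alone, and without rctrl 7 dpw replicates 1, 2 or 3 or rIL34 7 dpw replicates 1 or 4 (-0.89 to -0.75, adjusted p = 0.019 to 0.049), and the other pair under none. After rCSF1 it reports higher *ccn2*, and *ccn2.L* is at 0.79 (adjusted p = 0.078), past the test with a fit to the compared groups alone and by the Wilcoxon test. At 14 dpw it reports lower *col1a2* after rIL34, with *col1a2.L* -0.45 (adjusted p = 0.86) and *col1a2.S* -0.56 (adjusted p = 0.86) here, and a small rise after rCSF1, with *col1a2.L* 0.55 (adjusted p = 0.58) and *col1a2.S* 0.49 (adjusted p = 0.72) here in the same direction, each past the test under none of the alternatives. *sparc.S*, *fgf9.S*, *pdgfa.L*, *pdgfc.S* and, for rCSF1, *edn1.L* changed here as the paper states. Set against rCSF1 at 7 dpw, *edn1.L* and *ccn2.L* were lower after rIL34, though not past the test under every alternative.

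Among the metalloproteinases, the paper reports higher *mmp9* and *mmp1.S* after rIL34 at 7 dpw, and here they are *mmp9.2.S* 1.93 (adjusted p = 0.092), *mmp9.2.L* 1.2 (adjusted p = 0.26) and *mmp1.S* 1.13 (adjusted p = 0.41). *mmp9.2.S* passed with a fit to the compared groups alone, with voom and by the Wilcoxon test, *mmp1.S* with a fit to the compared groups alone and by the Wilcoxon test, and *mmp9.2.L* under none. A further copy, *mmp9.1.S*, rose as the paper states for *mmp9*, with 1.07 (adjusted p = 0.013), but not past the test with rIL34 replicate 6 left out (0.80, adjusted p = 0.065). *mmp13.S*, *mmp28.L*, *mmp14.L* and *mmp1.S* after rCSF1 and *mmp14.L*, *mmp24.S* and *timp2.L* after rIL34 changed here as the paper states.

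At 14 dpw the paper reports higher inflammatory genes and metalloproteinases. After rCSF1 they are *cxcl8.S* 1.64 (adjusted p = 0.15), *cxcr4.L* 0.80 (adjusted p = 0.18), *mmp7.L* 0.94 (adjusted p = 0.34) and *mmp13.S* 2.05 (adjusted p = 0.21) here, past the Wilcoxon test in each case and past DESeq2 for *cxcl8.S*, while *csf3r.L* rose as the paper states. After rIL34 they are *cxcr4.L* 0.79 (adjusted p = 0.30), *ccl4.L* 1.95 (adjusted p = 0.27), *cxcl8.L* 1.51 (adjusted p = 0.45), *cxcl8.S* 1.87 (adjusted p = 0.16), *cxcl13.L* 1.21 (adjusted p = 0.49), *mmp1.S* 4.07 (adjusted p = 0.16), *MMP25* 1.37 (adjusted p = 0.22) and *mmp25.L* 1.25 (adjusted p = 0.13), each past the Wilcoxon test, *mmp25.L* unadjusted alone. Adjusted over the paper's genes alone, *cxcr4.L*, *ccl4.L*, *cxcl8.S*, *mmp1.S*, *MMP25* and *mmp25.L* passed, *cxcl8.S*, *mmp1.S* and *mmp25.L* also in DESeq2, and *cxcl8.S* with the 18 libraries of that time. The paper names its genes from these same data, so the adjustment over them alone gives no independent support.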

Other observations

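The alternatives that leave out several rCSF1 libraries, and the tests of clock genes for comparisons other than rIL34 at 7 dpw, were chosen after the result was seen. Counts of genes are from edgeR, and genes are named where 5 or fewer passed, those outside the rule for named genes being chosen after their values were seen. After rIL34 at 14 dpw, lymphocyte transcripts rose as sets and cell cycle genes fell as a set by camera, the latter with a fixed correlation alone. B and plasma cell markers after rIL34 had 0 higher and 0 lower of 14, and 13 and 0 when adjusted over the list alone (median 1.43; camera, adjusted p = 5.8e-17, and 0.040 with an estimated correlation; 13 and 0 at an unadjusted p under 0.05, 6 and 0 in DESeq2, 3 and 0 in voom). T and NK cell markers after rIL34 had 0 higher and 0 lower of 23, and 12 and 0 when adjusted over the list alone (median 0.88; camera, adjusted p = 2.7e-17, and 0.047 with an estimated correlation; 14 and 0 at an unadjusted p under 0.05, 5 and 0 in DESeq2, 0 and 0 in voom). Complement genes after rIL34 had 0 higher and 0 lower of 20, and 3 and 0 when adjusted over the list alone (median 0.61; camera, adjusted p = 5.1e-07, and 0.047 with an estimated correlation; 8 and 0 at an unadjusted p under 0.05, 2 and 0 in DESeq2, 1 and 0 in voom). Resolution-associated macrophage genes after rIL34 had 0 higher and 0 lower of 23, and 0 and 0 when adjusted over the list alone (median 0.18; camera, adjusted p = 0.014, and 0.047 with an estimated correlation; 5 and 0 at an unadjusted p under 0.05, 0 and 0 in DESeq2, 0 and 0 in voom). Macrophage markers after rIL34 had 0 higher and 0 lower of 30, and 0 and 0 when adjusted over the list alone (median 0.28; camera, adjusted p = 0.0063, and 0.57 with an estimated correlation; 7 and 0 at an unadjusted p under 0.05, 0 and 0 in DESeq2, 0 and 0 in voom). Cell cycle genes after rIL34 had 0 higher and 0 lower of 32, and 0 and 11 when adjusted over the list alone (median -0.57; camera, adjusted p = 3.4e-19, and 0.13 with an estimated correlation; 0 and 17 at an unadjusted p under 0.05, 0 and 1 in DESeq2, 0 and 3 in voom).

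At 14 dpw macrophage markers and complement genes rose as sets after rCSF1 by camera with a fixed correlation and not with an estimated one. Macrophage markers after rCSF1 had 2 higher (*CD68* and *ctss.S*) and 0 lower of 30, and 5 and 0 when adjusted over the list alone (median 0.66; camera, adjusted p = 6.9e-09, and 0.13 with an estimated correlation; 10 and 0 at an unadjusted p under 0.05, 3 and 0 in DESeq2, 1 and 0 in voom). Complement genes after rCSF1 had 3 higher (*c3.L*, *CFP* and *cfb.L*) and 0 lower of 20, and 8 and 0 when adjusted over the list alone (median 0.67; camera, adjusted p = 2.3e-07, and 0.10 with an estimated correlation; 9 and 0 at an unadjusted p under 0.05, 4 and 0 in DESeq2, 0 and 0 in voom). Replicate 6 of rCSF1 stands apart in complement genes, with a mean log2 CPM of 3.44 against 2.27 in the next library. Without it the medians were 0.50 for macrophage markers and 0.46 for complement genes, and without replicates 1, 2 and 6 they were 0.44 and 0.26, each past camera with a fixed correlation.

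At 7 dpw the lists of immune and stress genes gave the values that follow, whether or not they passed. Macrophage markers after rCSF1 had 2 higher (*mafb.L* and *mafb.S*) and 2 lower (*TLR2* and *trem2.S*) of 30, and 2 and 1 when adjusted over the list alone (median -0.37; camera, adjusted p = 0.13). Resolution-associated macrophage genes after rCSF1 had 5 higher (*klf4.S*, *il10rb.L*, *il10rb.S*, *gas6.S* and *arg1.L*) and 3 lower (*f13a1.S*, *axl.L* and *axl.S*) of 23, and 5 and 3 when adjusted over the list alone (median -0.29; camera, adjusted p = 0.73). Immediate early and heat shock genes after rCSF1 had 13 higher and 2 lower (*egr3.L* and *hspa1a.L*) of 28, and 13 and 2 when adjusted over the list alone (median 0.82; camera, adjusted p = 0.0020, and 0.81 with an estimated correlation). Interferon response genes after rCSF1 had 1 higher (*TRIM25*) and 12 lower of 42, and 1 and 12 when adjusted over the list alone (median -0.37; camera, adjusted p = 0.012, and 0.81 with an estimated correlation). B and plasma cell markers after rCSF1 had 1 higher (*blnk.L*) and 2 lower (*cd79a.S* and *CD79B*) of 14, and 1 and 0 when adjusted over the list alone (median -0.50; camera, adjusted p = 0.062). T and NK cell markers after rCSF1 had 0 higher and 2 lower (*lck.S* and *cd28.S*) of 23, and 0 and 0 when adjusted over the list alone (median -0.71; camera, adjusted p = 0.0020, and 0.81 with an estimated correlation; 0 and 10 at an unadjusted p under 0.05, 0 and 5 in DESeq2, 0 and 1 in voom). Macrophage markers after rIL34 had 3 higher (*CD68*, *mafb.L* and *mafb.S*) and 0 lower of 30, and 1 and 0 when adjusted over the list alone (median 0.14; camera, adjusted p = 0.68; 3 and 1 at an unadjusted p under 0.05, 3 and 1 in DESeq2, 3 and 1 in voom). Resolution-associated macrophage genes after rIL34 had 3 higher (*klf4.L*, *klf4.S* and *il10rb.L*) and 0 lower of 23, and 3 and 0 when adjusted over the list alone (median 0.02; camera, adjusted p = 0.82; 3 and 2 at an unadjusted p under 0.05, 3 and 1 in DESeq2, 3 and 1 in voom). Immediate early and heat shock genes after rIL34 had 12 higher and 1 lower (*hspa8.L*) of 28, and 13 and 1 when adjusted over the list alone (median 0.76; camera, adjusted p = 5.4e-04, and 0.91 with an estimated correlation). Interferon response genes after rIL34 had 0 higher and 8 lower of 42, and 0 and 8 when adjusted over the list alone (median -0.23; camera, adjusted p = 0.023, and 0.96 with an estimated correlation; 0 and 12 at an unadjusted p under 0.05, 0 and 9 in DESeq2, 0 and 7 in voom). B and plasma cell markers after rIL34 had 0 higher and 3 lower (*PAX5*, *pou2af1.S* and *CD79B*) of 14, and 1 and 6 when adjusted over the list alone (median -1.02; camera, adjusted p = 0.061; 1 and 7 at an unadjusted p under 0.05, 0 and 6 in DESeq2, 1 and 2 in voom). After rCSF1, 8 immediate early and heat shock genes were higher and 17 interferon response genes lower without its replicates 2 and 5.

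The remaining lists at 7 dpw are given in the same way, Schwann cell markers being given for rCSF1 alone. Endothelial markers after rCSF1 had 1 higher (*cdh5.L*) and 4 lower (*cdh5.S*, *prox1.L*, *prox1.S* and *egfl7.S*) of 24, and 1 and 0 when adjusted over the list alone (median -0.56; camera, adjusted p = 0.023, and 0.85 with an estimated correlation). Red blood cell markers after rCSF1 had 0 higher and 5 lower (*slc4a1.L*, *hbg2.L*, *hba2.L*, *slc4a1.S* and *hbd.S*) of 22, and 0 and 0 when adjusted over the list alone (median -1.14; camera, adjusted p = 4.5e-04, and 0.81 with an estimated correlation; 0 and 10 at an unadjusted p under 0.05, 0 and 7 in DESeq2, 0 and 0 in voom). Mast cell markers after rCSF1 had 1 higher (*gata2.S*) and 2 lower (*hpgds.L* and *hpgds.S*) of 6, and 1 and 3 when adjusted over the list alone (median -0.57; camera, adjusted p = 0.072). Skin gland and ionocyte genes after rCSF1 had 1 higher (*foxi1.S*) and 0 lower of 11, and 1 and 0 when adjusted over the list alone (median -0.46; camera, adjusted p = 0.51; 1 and 0 at an unadjusted p under 0.05, 1 and 0 in DESeq2, 0 and 0 in voom). Pigment cell markers after rCSF1 had 2 higher (*dct.L* and *ednrb.L*) and 3 lower (*ednrb.S*, *slc24a5.S* and *mitf.S*) of 17, and 2 and 3 when adjusted over the list alone (median 0.18; camera, adjusted p = 0.60). Schwann cell markers after rCSF1 had 4 higher (*erbb3.L*, *erbb3.S*, *mbp.L* and *egr2.L*) and 0 lower of 15, and 4 and 0 when adjusted over the list alone (median -0.14; camera, adjusted p = 0.80; 5 and 2 at an unadjusted p under 0.05, 4 and 0 in DESeq2, 1 and 0 in voom). Complement genes after rCSF1 had 1 higher (*c2.L*) and 1 lower (*c9.L*) of 20, and 0 and 1 when adjusted over the list alone (median 0.06; camera, adjusted p = 0.98). Mitochondrial-genome genes after rCSF1 had 0 higher and 5 lower (*ND2*, *COX1*, *COX2*, *ATP6* and *ND6*) of 13, and 0 and 5 when adjusted over the list alone (median -0.35; camera, adjusted p = 0.19; 1 and 5 at an unadjusted p under 0.05, 0 and 5 in DESeq2, 0 and 6 in voom). Endothelial markers after rIL34 had 2 higher (*cldn5.L* and *cldn5.S*) and 2 lower (*prox1.L* and *prox1.S*) of 24, and 1 and 0 when adjusted over the list alone (median -0.12; camera, adjusted p = 0.64). Red blood cell markers after rIL34 had 0 higher and 3 lower (*alas2.S*, *hbg2.L* and *hba3.L*) of 22, and 0 and 2 when adjusted over the list alone (median -1.03; camera, adjusted p = 5.4e-04, and 0.91 with an estimated correlation; 0 and 11 at an unadjusted p under 0.05, 0 and 10 in DESeq2, 0 and 7 in voom). Mast cell markers after rIL34 had 1 higher (*gata2.S*) and 1 lower (*hpgds.S*) of 6, and 1 and 1 when adjusted over the list alone (median -0.08; camera, adjusted p = 0.72). Skin gland and ionocyte genes after rIL34 had 3 higher (*foxi1.L*, *foxi1.S* and *FCGBP*) and 0 lower of 11, and 3 and 0 when adjusted over the list alone (median 0.54; camera, adjusted p = 0.33; 3 and 0 at an unadjusted p under 0.05, 3 and 0 in DESeq2, 3 and 0 in voom). Pigment cell markers after rIL34 had 7 higher and 1 lower (*ednrb.S*) of 17, and 7 and 2 when adjusted over the list alone (median 0.31; camera, adjusted p = 0.25). Complement genes after rIL34 had 1 higher (*cfp.L*) and 0 lower of 20, and 0 and 0 when adjusted over the list alone (median 0.22; camera, adjusted p = 0.89; 3 and 2 at an unadjusted p under 0.05, 1 and 0 in DESeq2, 1 and 0 in voom). Mitochondrial-genome genes after rIL34 had 1 higher (*ND4*) and 4 lower (*ND2*, *COX1*, *COX2* and *ATP6*) of 13, and 1 and 4 when adjusted over the list alone (median -0.05; camera, adjusted p = 0.78).

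From 7 to 14 dpw in rctrl wounds, 6460 genes rose and 7446 fell. Inflammatory response genes had 1 higher and 36 lower, 107 of 122 ribosomal protein genes were lower, and epidermal markers had 21 higher and 4 lower, and myofibroblast and smooth muscle markers 16 and 2. The hypothesis that rIL34 wounds lie further along the course of repair at 7 dpw was tested by correlating their change against 3 rctrl libraries with the change from the other 3 to 14 dpw. The lowest r over the 20 splits was 0.248 (mean 0.34), so the rIL34 change may lie in part along this course. For rCSF1 r was above 0 in each of the 20 splits, from 0.0562 to 0.205 (mean 0.13), but not above the 0.1 asked of every split, so the hypothesis stays open. With the change of rIL34 taken against rCSF1 wounds, no rctrl library of 7 dpw being in it, r was 0.21, and 0.32 without rCSF1 replicates 2 and 5. On simulated counts r was -0.0219 to -0.00951 for an unchanged group, below these values for either cytokine. That range is far narrower than the 0.0562 to 0.205 over splits of the real libraries for rCSF1, so it does not measure chance for them.

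Random regroupings of the compared libraries, fitted to those groups alone, were set against the real groups, given as the real count of genes and the highest other. Chance can be excluded for the counts of this fit for rCSF1 at 7 dpw (5096 against 2) and 14 dpw (8 against 3), rIL34 at 7 dpw (7191 against 979) and rctrl between the times (15457 against 1). In each, 1 grouping, the real one, was as large. The calls over all libraries, such as the 269 for rCSF1 at 14 dpw, were not set against regroupings. The difference between the times gave 2788 against 3 for rCSF1 and 7125 against 220 for rIL34. Its regroupings exchanged treatments within each time, which removes every effect of treatment. They do not test the difference by itself, so chance is not excluded for it. Between the cytokines the counts are few and a regrouping exceeded the real one at 7 dpw (5 against 7) and 14 dpw (2 against 120). There 2 and 4 of 100 groupings, the real one included, called as many genes or more, under the share of 0.05 set beforehand. With 100 of 462 groupings run and a regrouping above the real count, this does not exclude chance between the cytokines. The 4910 and 349 calls over all libraries were not set against regroupings. The regrouping with the highest count at 14 dpw is the real one with rCSF1 replicate 2 and rIL34 replicate 4 exchanged. For rIL34 at 14 dpw the fit called 0 genes against 2 in the highest other, so that 100 of 100 groupings are as large whatever the data, and the regroupings decide nothing. The calls there over all libraries were not set against regroupings.

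At 7 dpw 2942 genes were higher and 1613 lower after both cytokines, against 913 and 446 for independent calls, and 29 went opposite ways. With separate rctrl libraries for each cytokine the means over splits were 1562 and 637, against 406 and 160.3 expected. Shares of random lists with as large a mean size of change as the clock genes were 0.0011 between the cytokines at 7 dpw, 0.0028 for rIL34 at 14 dpw and 0.0531 for rCSF1 at 14 dpw. Over 90 pairs of libraries of a group, the highest correlation of log2 CPM was 0.973. Of the libraries, 5 of 36 had their best match in another group under their own number.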
